# Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity

**DOI:** 10.1186/s13058-015-0569-0

**Published:** 2015-04-24

**Authors:** Minh Ngoc Duong, Aurore Cleret, Eva-Laure Matera, Kamel Chettab, Doriane Mathé, Sandrine Valsesia-Wittmann, Béatrice Clémenceau, Charles Dumontet

## Abstract

**Introduction:**

Trastuzumab has been used in the treatment of human epidermal growth factor receptor 2 (HER2)-expressing breast cancer, but its efficacy is limited by *de novo* or acquired resistance. Although many mechanisms have been proposed to explain resistance to trastuzumab, little is known concerning the role of the tumor microenvironment. Given the importance of antibody-dependent cellular cytotoxicity (ADCC) in the antitumor effect of trastuzumab and the abundance of adipose tissue in the breast, we investigated the impact of adipocytes on ADCC.

**Methods:**

We set up a coculture system to study the effect of adipocytes on ADCC *in vitro*. The results were validated *in vivo* in a mouse xenograft model.

**Results:**

We found that adipocytes, as well as preadipocytes, inhibited trastuzumab-mediated ADCC in HER2-expressing breast cancer cells via the secretion of soluble factors. The inhibition of ADCC was not due to titration or degradation of the antibody. We found that adipose cells decreased the secretion of interferon-γ by natural killer cells, but did not alter natural killer cells’ cytotoxicity. Preincubation of breast cancer cells with the conditioned medium derived from adipocytes reduced the sensitivity of cancer cells to ADCC. Using a transcriptomic approach, we found that cancer cells undergo major modifications when exposed to adipocyte-conditioned medium. Importantly, breast tumors grafted next to lipomas displayed resistance to trastuzumab in mouse xenograft models.

**Conclusions:**

Collectively, our findings underline the importance of adipose tissue in the resistance to trastuzumab and suggest that approaches targeting the adipocyte–cancer cell crosstalk may help sensitize cancer cells to trastuzumab-based therapy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-015-0569-0) contains supplementary material, which is available to authorized users.

## Introduction

Human epidermal growth factor receptor 2 (HER2) is amplified in 15% to 20% of breast cancers, and its overexpression is associated with adverse prognosis [1]. Trastuzumab, a humanized monoclonal antibody directed against HER2, was approved in 1998 for the treatment of HER2-overexpressing breast cancer. Mechanisms of action of trastuzumab include inhibition of HER2 dimerization, direct induction of cell growth arrest and apoptotic cell death, inhibition of HER2 shedding, and recruitment of immune effector cells to mediate tumor lysis [2]. This latter mechanism, designated as antibody-dependent cellular cytotoxicity (ADCC), has been shown to be dependent on expression of Fc receptors (FcRs) by innate immune cells [3]. Recent studies by Park *et al.* also demonstrated the involvement of adaptive immune cells in the action of anti-HER2/neu antibody [4]. As a single agent or in combination with chemotherapy, trastuzumab has shown remarkable efficacy [5]. However, not all patients respond to trastuzumab and some patients whose breast cancer initially responds to treatment eventually experience progression, corresponding to primary and acquired resistance to trastuzumab, respectively [5].

Different mechanisms of resistance to trastuzumab have been reported. Downregulation of phosphatase and tensin homolog (PTEN), a phosphatase whose activation contributes to trastuzumab activity, has been shown to confer trastuzumab resistance both *in vitro* and *in vivo* [6]. Patients with PTEN deficiency displayed poorer responses to trastuzumab-based therapy than those with active PTEN [6]. Shedding of the extracellular domain of HER2 protein by proteolytic cleavage has been shown to neutralize the antitumor effects of trastuzumab [7]. Elevated circulating levels of HER2 have also been correlated with disease progression in patients treated with trastuzumab-based therapy [8]. Furthermore, masking of the HER2 antigens by the glycoprotein mucin 4 (MUC4) has been shown to reduce binding of anti-HER2 antibodies *in vitro* [9], whereas increased MUC4 levels have been observed *in vivo* in tumors that were resistant to anti-HER2 therapies [10]. Additionally, activation of other signaling pathways, notably insulin-like growth factor 1 (IGF-1) receptor, has also been reported to inhibit trastuzumab-mediated growth inhibition in breast cancer cells [11].

The aforementioned mechanisms of resistance are related to alterations in the tumor cells themselves and do not take into account the impact of the tumor microenvironment. This latter phenomenon is highly complex in terms of cellular composition with different cell types, including adipocytes, preadipocytes, endothelial cells, pericytes and immune cells. Several studies have shown that immune suppressor cells, such as tumor-associated macrophages, myeloid-derived suppressor cells and regulatory T cells, are recruited to the tumor sites and promote immune evasion [12-14]. However, the implication of resident cells, notably adipocytes, in tumor resistance to trastuzumab remains largely unknown.

Adipocytes are the most abundant cells in the breast adipose tissue. It has been shown that adipocytes are not simply energy storage depots but also active sources of various paracrine and endocrine factors, termed *adipocytokines*, such as leptin, adiponectin, tumor necrosis factor (TNF)-α and interleukin (IL)-6 [15]. Given their abundance and their proximity to tumor cells, adipocytes have been shown to affect tumor behavior, including tumor growth and metastasis [16]. Moreover, recent studies suggested the implication of adipocytes in resistance to radiotherapy [17] and chemotherapy [18]. Furthermore, obesity, which is associated with increased fat mass and inflammatory adipose tissue phenotype, has been shown to be an important risk factor for breast cancer in postmenopausal women [19]. Chemotherapy and endocrine therapy have also been observed to be less effective in patients with breast cancer and obesity [20].

Adipocytes derive from precursors, termed *preadipocytes*, through a tightly controlled differentiation process. These preadipocytes are known to possess a secretion profile distinct from that of adipocytes [21]. Increased evidence has shown that preadipocytes contribute to tumor progression and resistance to chemotherapy [22].

In this study, we evaluated whether preadipocytes and adipocytes could contribute to resistance to trastuzumab. We show that preadipocytes and adipocytes inhibited trastuzumab-mediated ADCC in breast cancer cells via secretion of soluble factors, resulting in a direct protective effect on tumor cells.

## Methods

### Cell culture

BT-474, SK-BR-3, MDA-MB-453, and MDA-MB-361 human breast cancer cell lines, all obtained from the American Type Culture Collection (Manassas, VA, USA), were cultured in complete RPMI 1640 medium (supplemented with 10% fetal calf serum (FCS), 2 mM l-glutamine, 100 U/ml penicillin and 100 μg/ml streptomycin). Human multipotent adipose-derived stem cells (hMADS) were provided by Dr Christian Dani, UMR 6543 CNRS, Nice, France, with approval granted by the local ethics committee of the University of Nice. hMADS were cultured in complete Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 2.5 ng/ml basic fibroblast growth factor (FGF2). The immortalized human mammary epithelial hTERT-HME1 cells were cultured in complete DMEM/F-12 medium supplemented with 1% nonessential amino acids, 50 μg/ml gentamicin, 3.5 μg/ml insulin, 100 ng/ml epidermal growth factor and 500 ng/ml hydrocortisone. All cells were maintained at 37°C in presence of 5% CO_2_, except in hypoxic experiments, in which cells were maintained in 1% O_2_.

### Induction of human multipotent adipose-derived stem cell differentiation

The differentiation of hMADS cells was previously described [23,24]. Differentiated hMADS (#hMADS) were used at day 14 of differentiation. The differentiation yield was estimated to range between 70% and 80% and was verified by Oil Red O staining, as described previously [25]. hMADS and #hMADS were incubated in culture media containing 10% FCS for 2 days, and the conditioned media (CM) were harvested after centrifugation at 300 × *g* for 5 minutes and frozen at −20°C before use.

### Retroviral transduction of NK-92 natural killer cells

NK-92, the human natural killer (NK) cell line [26], generously provided by Conkwest (Del Mar, CA, USA), was grown in complete RPMI 1640 culture medium. NK-92-CD16 cells were obtained by transduction of pMX/CD16 plasmid [27], using retroviral supernatant as described in Additional file 1.

### Isolation and differentiation of human adipose-derived stem cells

Adipose tissues were provided by Dr Emmanuel Delay (Centre Léon Bérard, Lyon, France). They were obtained by liposuction from abdominal fat of patients undergoing plastic surgery. Written patient consent was obtained, and this protocol was approved by the Lyon research ethics committee. Adipose tissue samples (5 to 10 g) were rapidly digested with 100 collagen digestion units/ml collagenase (Sigma-Aldrich, St Louis, MO, USA) at 37°C with agitation for 30 minutes. Digestion was stopped by addition of complete DMEM/F-12 medium. After centrifugation at 300 × *g* for 7 minutes, cells corresponding to the stromal vascular fraction were seeded for adherence and amplification in complete DMEM/F-12 medium supplemented with 10 ng/ml FGF2. Adipose-derived stem cells (ASCs) were used at passage 2 or 3 and verified by flow cytometry to be CD14−, CD45−, CD73+, CD90+, CD105+ and HLA-ABC+ (human leukocyte antigen abacavir). Differentiation of ASCs into adipocytes was performed as described previously [28].

### Antibody-dependent cellular cytotoxicity assay

Human mammary epithelial hTERT-HME1 and hMADS cells were seeded at 1.2 × 10^5^ cells/ml/well in 12-well plates. The medium of 12-day #hMADS was changed and supplemented with 10% FCS. Two days later, target cells were labeled with 12.5 μM calcein-AM (Sigma-Aldrich) for 30 minutes at 37°C and added at 10^5^ cells/0.5 ml/well. NK-92-CD16 cells were added at 5 × 10^5^ cells/0.5 ml/well (effector to target (ratio = 5:1), with trastuzumab at 1 μg/ml final concentration. After 4 hours of incubation at 37°C, the supernatants in each well were harvested and measured for fluorescence signals at 485/535 nm. Triton X-100 was added to the control wells to estimate total cell lysis. Cytotoxicity was calculated using the following formula: percent cytotoxicity = (experimental lysis − spontaneous lysis) ÷ (maximal lysis − spontaneous lysis) × 100.

### Flow cytometry

Cells were labeled with corresponding antibodies for 15 minutes at room temperature and analyzed with a BD LSR II flow cytometer using BD FACSDiva software (BD Biosciences, San Diego, CA, USA) and FlowJo software (Tree Star, Ashland, OR, USA). The antibodies used are detailed in Additional file 1.

### Enzyme-linked immunosorbent assay

Supernatants obtained from NK cells cultured alone or from ADCC assays in the presence of adipose cells were subjected to enzyme-linked immunosorbent assay (R&D Systems, Minneapolis, MN, USA) according to the manufacturer’s instructions.

### Fluorescence microscopy

BT-474 cells were seeded overnight onto Nunc Lab-Tek chambered coverglasses (Thermo Fisher Scientific, USA). CM from #hMADS or hMADS cells were added, and cells were incubated for additional 4 hours at 37°C before being labeled on ice with anti-ErbB 2 Affibody fluorescein isothiocyanate (FITC) (Abcam, Cambridge, UK) for 15 minutes. After the washing, cells were observed with a confocal Zeiss LSM 780 microscope (Carl Zeiss, Oberkochen, Germany).

### Microarray

BT-474 cells or SK-BR-3 cells were exposed to #hMADS-CM for 2 hours. RNA was extracted using the QIAamp RNeasy Mini Kit (QIAGEN, Valencia, CA, USA). After RNA amplification with the Illumina TotalPrep RNA Amplification Kit (Life Technologies, Carlsbad, CA, USA), cRNA was hybridized on HumanHT-12 v4 Expression BeadChips (Illumina, San Diego, CA, USA). Scanning was performed with an Illumina iScan microarray scanner, and data were analyzed with GeneSpring and Ingenuity software (Agilent Technologies, Santa Clara, CA, USA). Our microarray data have been deposited in the Gene Expression Omnibus database under accession number [GEO:GSE52660].

### Reverse transcription and quantitative PCR

BT-474 cells were exposed to #hMADS-CM or hMADS-CM for the Additional file 2: Figure S6. Cells were harvested, and RNA was extracted using the RNeasy Mini Kit (QIAGEN). Reverse transcription (RT) was performed using random primers (Life Technologies). Quantitative PCR (qPCR) was performed with primers (QIAGEN) of the Additional file 2: Figure S6 using the LightCycler Nano Instrument (Roche Life Science, Indianapolis, IN, USA).

### Western blot analysis

BT-474 cells were exposed to either #hMADS-CM or control medium for the Figure 5D. Proteins were extracted in radioimmunoprecipitation assay buffer and subjected to SDS-PAGE and immunoblot analysis. The antibodies used were anti-phospho-Akt and anti-Akt (Cell Signaling Technology, Beverly, MA, USA) and anti-tubulin (Sigma-Aldrich).

### *In vivo* studies

All animal procedures were performed in accordance with European Union directive 86/609/EEC. Experiments were performed under individual permit and in animal care facilities accredited by the French Ministry of Agriculture. The study was approved by the local animal ethics committee (Université Claude Bernard Lyon I, protocol number BH-2012-40). The study was conducted using severe combined immunodeficiency (SCID) mice, with four used per group. Each mouse was given a subcutaneous injection of 1 ml of abdominal adipose tissue obtained from patients undergoing plastic surgery to form a lipoma. After 1 week, BT-474 tumors were grafted subcutaneously in contact with the lipoma. Treatments were initiated when the tumor volume was 100 mm^3^, with intraperitoneal administration of antibodies (rituximab 30 mg/kg or trastuzumab 25 mg/kg, twice per week for 3 weeks). Tumor growth was directly measured using a caliper, based on the difference of consistencies between the lipoma and the tumor.

### Statistical analysis

All experiments were performed at least three times. Mean ± SD values of representative experiments are shown. Statistical significance was evaluated using paired Student’s *t*-tests on the means of at least three independent *in vitro* experiments. Unpaired Student’s *t*-tests were used for *in vivo* experiments. *P*-values <0.05 were deemed significant.

## Results

### hMADS and differentiated hMADS inhibit trastuzumab-mediated antibody-dependent cellular cytotoxicity

To investigate the role of preadipocytes and adipocytes, we performed ADCC assays on HER2-positive (HER2+) estrogen receptor (ER)-positive human breast cancer cells (BT-474) and NK cells (NK-92-CD16) in the presence of undifferentiated hMADS or #hMADS cells (corresponding to models of preadipocytes and adipocytes, respectively) or their control media (Figure 1A). NK-92-CD16 cells alone did not exhibit any cytotoxicity on BT-474 cells in the absence of trastuzumab during the 4-hour assays (Additional file 3: Figure S1A). As shown in Figure 1B and Additional file 3: Figure S1A, both hMADS and #hMADS reduced trastuzumab-mediated ADCC by approximately 30% as compared with the control media. In contrast, no inhibition of ADCC was observed in the presence of immortalized human mammary epithelial hTERT-HME1 cells (Figure 1B), indicating that the inhibition was not due to the physical presence of a feeder cell layer, but was specific to adipose cells. Similar results on the adipose-mediated inhibition of ADCC were obtained with the HER2+/ER− MDA-MB-453 cells (Figure 1B), suggesting that the inhibitory effect of adipose cells on ADCC was independent of the ER status on cancer cells. We also found that adipose cells inhibited ADCC to a lesser extent with HER2+/ER− SK-BR-3 cells, but not with HER2+/ER+ MDA-MB-361 cells (Additional file 3: Figure S1B). This was not related to the difference in levels of HER2 expression between these cell lines (Additional file 4: Figure S2). Therefore, we chose BT-474 cells as target cells for later experiments. Collectively, these results indicate that adipose cells (both hMADS and #hMADS) inhibited trastuzumab-mediated ADCC.

**Figure 1:**
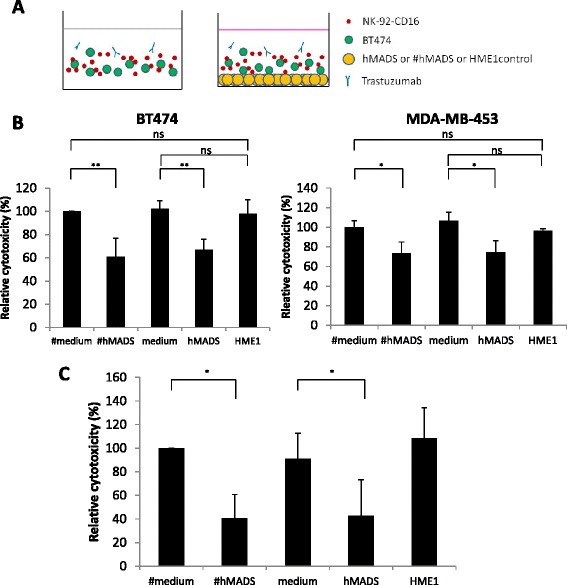
#hMADS adipocytes and hMADS preadipocytes inhibit antibody-dependent cellular cytotoxicity. **(A)** Schema of antibody-dependent cellular cytotoxicity (ADCC) assays in the absence (left) or the presence (right) of adipose cells. **(B)** ADCC assays on BT-474 and MDA-MB-453 cells as described in **(A)**. **(C)** ADCC assay on BT-474 cells performed in hypoxic conditions with 1% O_2_. The cytotoxicity was normalized to the control differentiated medium as 100%. Mean ± SD values of three independent experiments, each performed in triplicate, are shown **(B** and **C)**. hMADS, Human multipotent adipose-derived stem cells; #hMADS, Differentiated human multipotent adipose-derived stem cells; HME, Human mammary epithelial cell. *P < 0.05; **P < 0.01; ns, Not significant.

Because hypoxia is an important feature that characterizes the tumor sites [29], we also performed our experiments under hypoxic conditions with 1% O_2_. Interestingly, under hypoxic conditions, hMADS and #hMADS inhibited ADCC even more markedly (up to 60%) than under normoxic conditions (Figure 1C). This result highlights the relevance of adipose cells in the tumor microenvironment for the protection of cancer cells from trastuzumab-mediated lysis of tumor cells by NK cells.

### Inhibition of antibody-dependent cellular cytotoxicity is mediated by soluble factors

To investigate whether the inhibition of ADCC by hMADS and #hMADS was dependent on cell contact or mediated by soluble factors, we used CM from hMADS and #hMADS (hMADS-CM and #hMADS-CM, respectively) in our ADCC assays. As shown in Figure 2A, both hMADS-CM and #hMADS-CM inhibited ADCC at levels similar to those observed in cell coculture experiments. Moreover, when the CM from primary human ASCs or from *in vitro* differentiated ASCs (#ASCs) were used, we also obtained an inhibition of ADCC (Figure 2B). These data indicate that both preadipocytes and adipocytes secreted soluble factors that inhibited ADCC.

**Figure 2:**
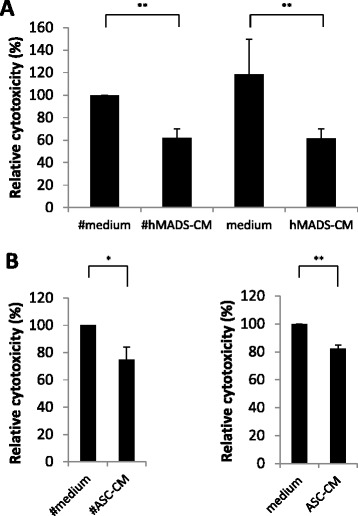
Adipocyte- and preadipocyte-derived soluble factors inhibit antibody-dependent cellular cytotoxicity. **(A)** Antibody-dependent cellular cytotoxicity (ADCC) assays on BT-474 cells performed in the presence of the conditioned media from differentiated human multipotent adipose-derived stem cells (#hMADS-CM) or human multipotent adipose-derived stem cells (hMADS-CM) cells (vol/vol = 1/1). **(B)** Similar to **(A)**, but the CM were from adipose-derived stem cells (ASC-CM) or *in vitro* differentiated #ASCs (#ASC-CM) obtained from abdominal adipose tissue. Data represent the means ± SD of three independent experiments, each performed in triplicate. *P < 0.05; **P < 0.01.

In order to determine the nature of the inhibition, we performed a kinetic study of ADCC. The inhibition of ADCC by hMADS-CM and #hMADS-CM was observed at early times (1 hour after the coincubation) (Additional file 5: Figure S3A). Interestingly, treatment of #hMADS-CM with proteinase K reversed the inhibition of ADCC (Additional file 5: Figure S3B), suggesting that the inhibitory factors are likely proteins.

### Inhibition of antibody-dependent cellular cytotoxicity is not caused by a sequestration or degradation of the antibody

To determine whether preadipocytes and adipocytes inhibit ADCC by sequestering the antibody, we first determined the ability of trastuzumab to bind to these cells. As shown in Figure 3A, whereas trastuzumab bound efficiently to HER2-expressing BT-474 cells, no binding was observed on hMADS or #hMADS. In addition, hMADS and #hMADS showed no or very low expression of the Fcγ receptors CD16, CD32 and CD64 (Additional file 6: Figure S4). Furthermore, a tenfold increase in the concentration of trastuzumab did not abolish the inhibition of ADCC by hMADS or #hMADS (Figure 3B). Together, these results suggest that the inhibition of ADCC by hMADS and #hMADS was not due to sequestration of the antibody.

**Figure 3:**
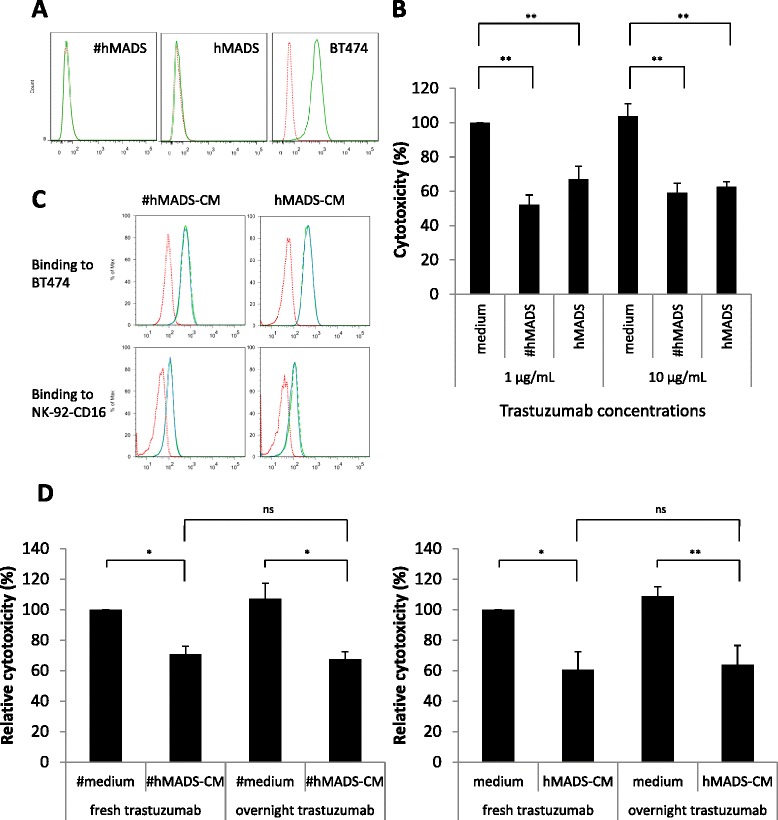
#hMADS adipocytes and hMADS preadipocytes do not alter trastuzumab. **(A)** Binding of fluorescein isothiocyanate (FITC)-conjugated trastuzumab to BT-474, differentiated human multipotent adipose-derived stem cells (#hMADS) and human multipotent adipose-derived stem cells (hMADS). Dotted red lines indicate unstained cells, and solid green lines indicate cells labeled with FITC-conjugated trastuzumab. **(B)** Antibody-dependent cellular cytotoxicity (ADCC) assays performed with 1 μg/ml or 10 μg/ml trastuzumab in the presence of #hMADS or hMADS. **(C)** Binding of FITC-conjugated trastuzumab, previously incubated in #hMADS-CM or hMADS-CM or in the control media, on BT-474 cells (1 μg/ml) or NK-92-CD16 cells (10 μg/ml). Dotted red lines indicate unstained cells, dashed green lines indicate FITC-conjugated trastuzumab preincubated in the control media and solid blue lines indicate FITC-conjugated trastuzumab preincubated in conditioned media (CM) from hMADS or hMADS (#hMADS-CM or hMADS-CM, respectively). **(D)** ADCC assays performed with fresh trastuzumab or trastuzumab preincubated overnight in the control media or in #hMADS-CM (left) or hMADS-CM (right). Results representative of three independent experiments are shown in **(A)** and **(C)**. Mean ± SD values of three independent experiments, each performed in triplicate, are shown in **(B)** and **(D)**. *P < 0.05; **P < 0.01.

Because adipose tissue has been shown to express and secrete metalloproteinases [30,31], enzymatic cleavage of trastuzumab is a possible mechanism of neutralization of the antitumor action of this antibody. For this reason, we investigated the possible alteration of trastuzumab by CM from hMADS and #hMADS cells. As shown in Figure 3C, FITC-conjugated trastuzumab that was previously preincubated with hMADS-CM or #hMADS-CM for 4 hours bound to HER2-expressing BT-474 cells and FcR-expressing NK-92-CD16 cells, similarly to non-preincubated antibody. Moreover, trastuzumab preincubated overnight in either hMADS-CM or #hMADS-CM displayed ADCC activity as efficiently as unconditioned antibody (Figure 3D). These results show that there is no degradation of trastuzumab, at least during the time of our studies.

### Natural killer cell cytotoxicity is not altered by preadipocyte- or adipocyte-conditioned media

To investigate whether hMADS- and #hMADS-secreted factors alter NK cell phenotype or functions, we analyzed NK cell markers at the end of the 4-hour ADCC assay. As shown in Figure 4A, no modification of CD16 or CD107a expression levels was observed in the presence of hMADS-CM or #hMADS-CM. Additionally, the expression levels of the activation markers CD25 and CD69—as well as of the other NK receptors, NKG2D, NKp30, NKp44 and NKG2A—were unchanged (Figure 4A). Interestingly, the presence of adipocyte-conditioned media decreased the secretion of interferon (IFN)-γ by NK cells as compared with the control media (Figure 4B). However, when NK-92-CD16 cells were preincubated overnight with hMADS-CM or #hMADS-CM, we did not observe any modification of NK cell viability or of NK cells’ ability to exert their cytotoxicity in trastuzumab-mediated ADCC (Figure 4C and Additional file 7: Figure S5). Furthermore, the adipocyte-conditioned media did not inhibit the spontaneous lysis of K-562 cells by NK-92 cells (Figure 4D). Overall, these data suggest that NK-92-CD16 cells may be altered by hMADS-CM or #hMADS-CM for their secretion of cytokines, but not for their cytotoxicity.

**Figure 4:**
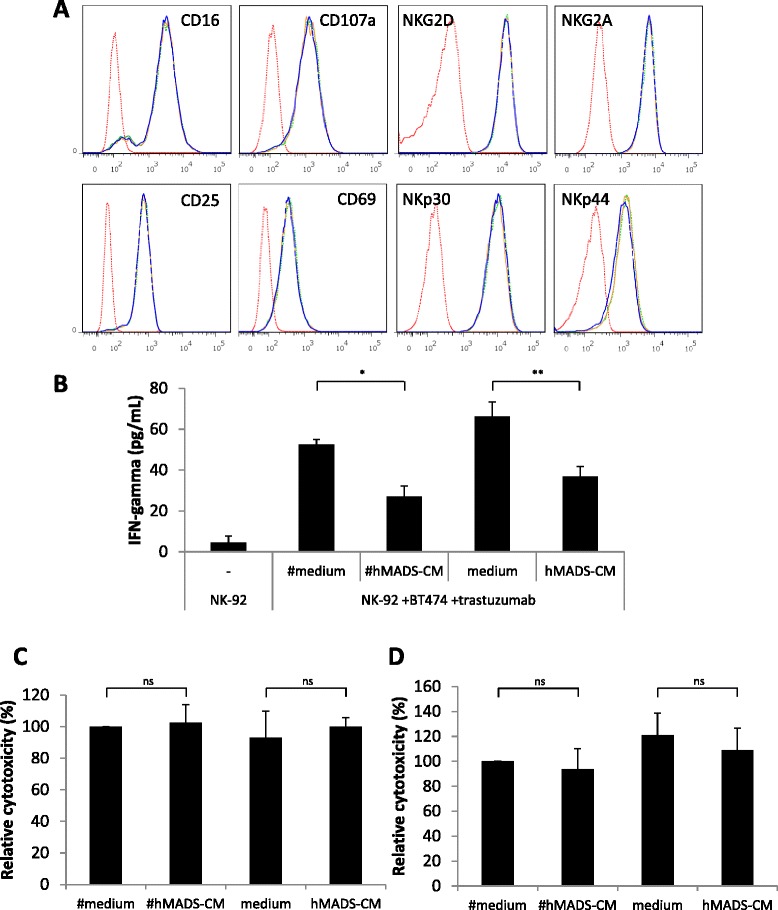
#hMADS-CM and hMADS-CM do not alter natural killer cell cytotoxicity. **(A)** Expression of markers and receptors on NK-92-CD16 cells from antibody-dependent cellular cytotoxicity (ADCC) assays in the presence of conditioned media of differentiated human multipotent adipose-derived stem cells (#hMADS-CM) or human multipotent adipose-derived stem cells (hMADS-CM) or in the control medium. Dotted red lines indicate unstained NK-92-CD16 cells, dotted green lines indicate control medium, solid coral lines indicate #hMADS-CM and dashed blue line indicate hMADS-CM conditions, respectively. **(B)** Enzyme-linked immunosorbent assay of the supernatants from NK-92-CD16 cells after ADCC assay. IFN, Interferon. **(C)** ADCC assays using NK-92-CD16 cells preincubated overnight with #hMADS-CM or hMADS-CM or the control media. **(D)** Cytotoxicity assay using K-562 cells as target cells at an effector to target ratio of 5:1 in the presence of #hMADS-CM, hMADS-CM or their control media. Results representative of three independent experiments are shown in **(A)**. Mean ± SD values of three independent experiments, each performed in duplicate **(B)** or triplicate **(C** and **D)**, are shown. *P < 0.05; **P < 0.01; ns, Not significant.

### Conditioned medium from adipocytes reduces sensitivity of tumor cells to antibody-dependent cellular cytotoxicity

We studied whether hMADS-CM and #hMADS-CM had a direct effect on tumor cells to reduce their sensitivity to ADCC. Because an alteration of HER2 on target cancer cells may lead to a decrease in the antitumor effects mediated by trastuzumab, we first evaluated the modification of HER2 expression on BT-474 cells exposed to the adipocyte-conditioned media. As shown in Figure 5A and 5B, no modifications of HER2 expression levels (Figure 5A) or changes in HER2 distribution on plasma membrane (Figure 5B) were observed. Importantly, when BT-474 cells were preincubated overnight with #hMADS-CM, but not with hMADS-CM, BT-474 cells displayed a significant decrease in lysis (Figure 5C), suggesting that the CM from #hMADS cells had a direct effect on cancer cells to decrease their sensitivity to trastuzumab-mediated ADCC. This was supported by our finding that upon exposure to #hMADS-CM, there was rapid phosphorylation (from 30 minutes) of Akt in BT-474 cells (Figure 5D). Interestingly, when temsirolimus, a specific inhibitor of mammalian target of rapamycin (mTOR), which is a main downstream target of activated Akt, was added in ADCC assays in the presence of #hMADS-CM, a reversion of the inhibition of ADCC could be observed at high concentrations of temsirolimus (Figure 5E). Together, these results suggest the implication of the Akt/mTOR pathway in the increase in resistance of BT-474 cells induced by #hMADS-CM.

**Figure 5:**
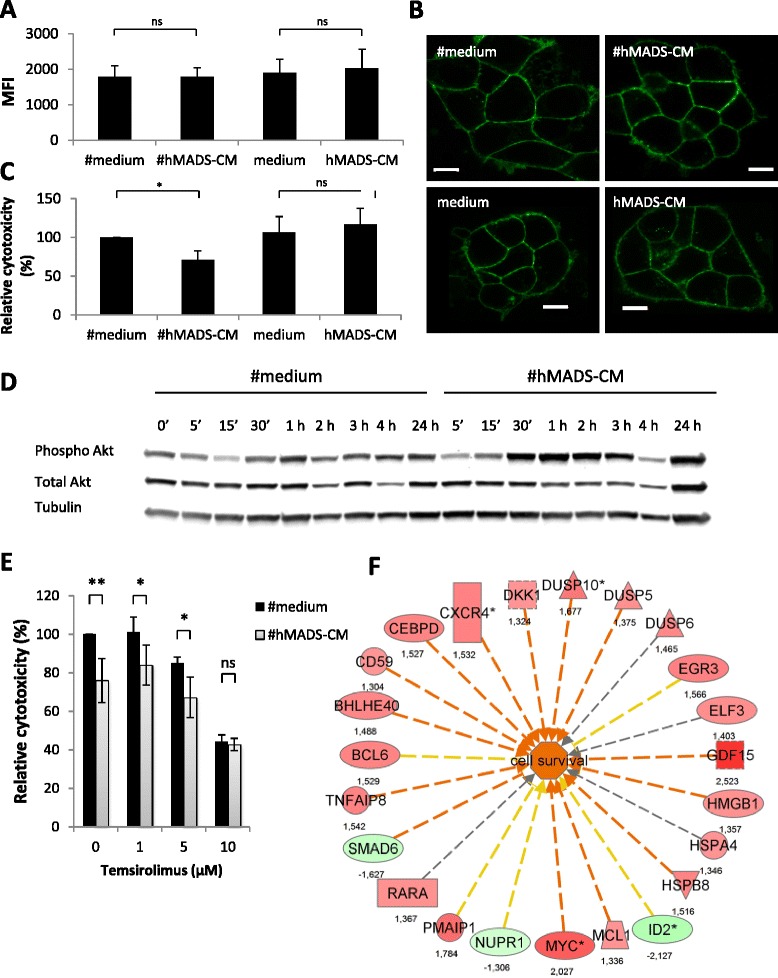
Conditioned media of differentiated human multipotent adipose-derived stem cells increases the resistance of BT-474 cells against ADCC. Human epidermal growth factor receptor 2 (HER2) expression **(A)** or localization **(B)** on BT-474 cells after 4-hour incubation with conditioned media of differentiated human multipotent adipose-derived stem cells (#hMADS-CM) or undifferentiated human multipotent adipose-derived stem cells (hMADS-CM) or their control media. Scale bars indicate 10 μm. **(C)** Antibody-dependent cellular cytotoxicity (ADCC) assays of BT-474 cells preincubated overnight with #hMADS-CM, hMADS-CM or their control media. **(D)** Kinetic induction of Akt phosphorylation (Phospho Akt) in BT-474 cells exposed to #hMADS-CM or the control medium (#medium) for the indicated times. Quantification of the intensity of the bands is shown. Mean ± SD values of three independent experiments are shown in **(A)** and **(C)**. Results representative of three independent experiments are shown in **(B)** and **(D)**. **(E**) Reversion of #hMADS-induced inhibition of ADCC by temsirolimus. Temsirolimus was added at the beginning of ADCC assays at the indicated concentrations. **(F)** Genes involved in cell survival in BT-474 cells after exposure to #hMADS-CM. Numbers correspond to fold changes. Vertical rectangle, G protein–coupled receptor; dashed square, growth factor; inverted triangle, kinase; horizontal rectangle, ligand-dependent nuclear receptor; triangle, phosphatase; oval, transcription regulator; trapezoid, transporter; circle, other. Genes in red or green correspond to upregulated or downregulated, respectively. Red lines predict activation; yellow lines indicate inconsistent downstream effect; and gray lines correspond to unpredicted effect. *P < 0.05; **P < 0.01; ns, Not significant.

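Of the 23 genes of Fig. 5F that Table S1 also lists, EGR3, GDF15, CEBPD, PMAIP1 and BHLHE40 rose in BT-474 cells in #hMADS-CM. ID2 and SMAD6 fell and 16 did not pass the test. PMAIP1 encodes NOXA, a pro-apoptotic protein that binds MCL1. It went from a log2 value of 7.83 ± 0.34 in control medium to 8.99 ± 0.24 in #hMADS-CM (SD, n = 3 arrays each). BHLHE40, a transcriptional repressor, went from 7.46 ± 0.18 to 8.34 ± 0.26 (SD, n = 3 each). The log2 fold change was above 0 for 20 of the 23 genes and below 0 for ID2, SMAD6 and NUPR1. The result for the 16 depended on the processing. Without the background correction, and with the matrix that the authors deposited, 9 of them passed limma's test. With each line fitted alone none did. By limma, with all 12 arrays in the fit, the log2 fold change of PMAIP1 was 1.16 (standard error 0.168, adjusted p = 0.0229) and that of BHLHE40 was 0.88 (standard error 0.135, adjusted p = 0.0342). Next came HSPB8, a small heat shock protein, with 1.14 (standard error 0.204, adjusted p = 0.0903), and TNFAIP8, an inhibitor of apoptosis, with 1.10 (standard error 0.202, adjusted p = 0.106), which passed without SK-BR-3 control medium replicate 1 (adjusted p = 0.0296). BCL6, a transcriptional repressor, had 0.87 (standard error 0.164, adjusted p = 0.120). RARA, a retinoic acid receptor, had 0.48 (adjusted p = 0.132), the epithelial transcription factor ELF3 0.53 (0.223), the phosphatases DUSP6 0.64 (0.432) and DUSP10 0.69 (0.510), and the complement regulator CD59 0.63 (0.265). The chaperone HSPA4 had 0.54 (0.287), the chromatin protein HMGB1 0.13 (0.897) and the stress protein NUPR1 -0.43 (0.561). With every probe tested on its own, a second probe of HMGB1 had 0.97 (adjusted p = 0.244 by limma) and a second probe of HSPA4 -0.11 (adjusted p = 0.895). When adjusted over the list alone, 22 of the 23 genes passed. For the same number, all but HMGB1, all 3 arrays in #hMADS-CM lay beyond all 3 control arrays, which chance gives for 10% of genes. The study chose these genes on these samples, so neither count is independent evidence. PMAIP1 did not pass without BT-474 control medium replicates 1 and 2 (adjusted p = 0.0547 and 0.0908) or BT-474 #hMADS-CM replicates 2 and 3 (0.0984 and 0.0819), and its second probe, tested on its own, had 0.96 (adjusted p = 0.275). BHLHE40 passed only without BT-474 control medium replicate 1 or BT-474 #hMADS-CM replicate 3 among the 12 fits that left out 1 array (adjusted p 0.0556 to 0.193 in the 10 others).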

### Adipocyte-conditioned medium upregulates the expression of survival genes in breast cancer cells

To gain insight into the changes induced in tumor cells by adipocyte-secreted factors, we used a transcriptomic approach on BT-474 cells and SK-BR-3 exposed to #hMADS-CM for 2 hours at 37°C. In BT-474 cells, we found that #hMADS-CM rapidly induced modification of the expression of several genes among more than 47,000 transcripts covered by the microarray (Additional file 8: Table S1), with many of these genes being involved in cell survival (Figure 5F). Among these genes, some were found to be upregulated in both BT-474 and SK-BR-3 cells (*DUSP5*, *MCL1* and *CEBPD*), whereas others were downregulated in both cell lines (*ID2* and *SMAD6*) (Additional file 9: Table S2). 

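BT-474 and SK-BR-3 are established breast cancer cell lines that overexpress HER2. BT-474 is estrogen receptor-positive and SK-BR-3 is estrogen receptor-negative. #hMADS-CM is medium conditioned by human multipotent adipose-derived stem cells after their differentiation into adipocytes. Each line was exposed to #hMADS-CM or to control medium for 2 hours, and its RNA was hybridized to Illumina BeadChip arrays. This gave 4 groups of 3 arrays. The sample labels number the replicates 1 to 3, and the series text says only that the experiment was done in triplicate. The paper's statistics section says that every experiment was repeated 3 or more times, without naming the arrays. Each p-value therefore measures the spread between these samples, which may be technical. The deposited values are linear probe signals that were neither normalized nor background-subtracted, each with a detection p against the negative controls of its array. Of 47231 probes, 30113 carried 1 gene symbol. The signals were background-corrected with normexp, quantile normalized and put on a log2 scale. A probe was kept when its detection p was under 0.05 on at least 3 arrays, and the brightest kept probe stood for its gene. This left 18267 features to test, 12462 named genes and 5805 probes without a gene symbol. The median signal of an array was 138.4 to 176.1, and 18997 to 20037 probes were detected per array. The medians of the BT-474 arrays in #hMADS-CM, 157.7 to 176.1, all lay above those in control medium, 138.4 to 152.6, before normalization. The number of arrays limits the precision of every value. In control medium, ESR1, the estrogen receptor gene, and its target PGR, the progesterone receptor gene, were detected on all 3 arrays of BT-474 and on none of SK-BR-3. ERBB2, the gene of HER2, had a log2 value of 14.14 ± 0.04 (SD, n = 3 arrays) in BT-474 and 14.14 ± 0.12 (SD, n = 3) in SK-BR-3.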

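The largest changes in BT-474 cells were falls of ID3 and ID1, which encode inhibitors of basic helix-loop-helix transcription factors and are targets of BMP signaling. ID3 went from a log2 value of 10.79 ± 0.05 (SD, n = 3 arrays) in control medium to 7.40 ± 0.25 (SD, n = 3) in #hMADS-CM, and ID1 from 11.55 ± 0.01 to 8.69 ± 0.20 (SD, n = 3 each). CYP1A1, a cytochrome P450 gene induced by the aryl hydrocarbon receptor, also fell. EGR3, an immediate-early transcription factor, RGS16, a regulator of G protein signaling, ADM, which encodes the vasodilator peptide adrenomedullin, and SERPINA3, an acute-phase protease inhibitor, rose. By limma, the log2 fold change was -3.39 (standard error 0.141, adjusted p = 3.60e-07) for ID3, -2.86 (standard error 0.156, adjusted p = 4.07e-06) for ID1 and -2.37 (standard error 0.221, adjusted p = 0.00115) for CYP1A1. EGR3 and RGS16 were below background on all 3 control arrays, so their rises are lower bounds: EGR3 was at least 2.45-fold higher (adjusted p = 0.00394) and RGS16 at least 2.83-fold higher (adjusted p = 0.00394). Over the alternatives the lowest log2 fold changes were 0.64 for EGR3 and 0.60 for RGS16, so these bounds hold only for the values as processed here. The log2 fold change of ADM was 1.72 (standard error 0.199, adjusted p = 0.00480) and that of SERPINA3 was 1.19 (standard error 0.141, adjusted p = 0.00532). In total, 14 of the 18267 features tested were higher and 5 were lower in #hMADS-CM at an adjusted p under 0.05 from limma. Of these 19, 17 are named genes and 14 changed more than 2-fold. Gene lists were fixed before the data were examined but with Tables S1 and S2 in view, so they are not independent of those tables. Of 11 measured targets of BMP and SMAD1/5 signaling, ID1, ID2, ID3 and SMAD6 fell, none rose and 7 did not pass the test (4 lower when adjusted over the list alone). This list was lower than the other genes by camera (adjusted p = 1.27e-06), as it was with an estimated correlation (adjusted p = 0.0122). Of 5 aryl hydrocarbon receptor targets, CYP1A1 alone fell and 4 did not pass (3 lower when adjusted over the list alone). Their list was lower by camera (adjusted p = 2.09e-06; adjusted p = 0.0542 with an estimated correlation). Of 22 genes of the immediate-early list, EGR3 and MAFF rose and 20 did not pass (6 higher when adjusted over the list alone). The log2 fold change of MAFF, a small basic leucine zipper factor, was 1.00 (standard error 0.149, adjusted p = 0.0274). This list was higher by camera (adjusted p = 9.71e-06; adjusted p = 0.0521 with an estimated correlation). None of 18 measured MAPK feedback inhibitors passed limma's test (8 higher when adjusted over the list alone). At an unadjusted p under 0.05 there were 8 by limma, 5 by an unpaired and 2 by a paired test of each gene by itself. The MAPK feedback list as a whole was higher (adjusted p = 9.87e-07; adjusted p = 0.0521 with an estimated correlation). Without BT-474 control medium replicates 1, 2 and 3 a total of 12, 9 and 10 genes passed, and 9 without BT-474 #hMADS-CM replicate 2; with the BT-474 arrays fitted alone, 6 passed, among them ID3, ID1, CYP1A1, SMAD6 and RGS16. MAFF did not pass without BT-474 control medium replicates 1, 2 and 3 (adjusted p = 0.0547, 0.111 and 0.171), BT-474 #hMADS-CM replicates 2 and 3 (0.0961 and 0.0831) or SK-BR-3 control medium replicate 1 (0.0540).

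**Figure D1:**
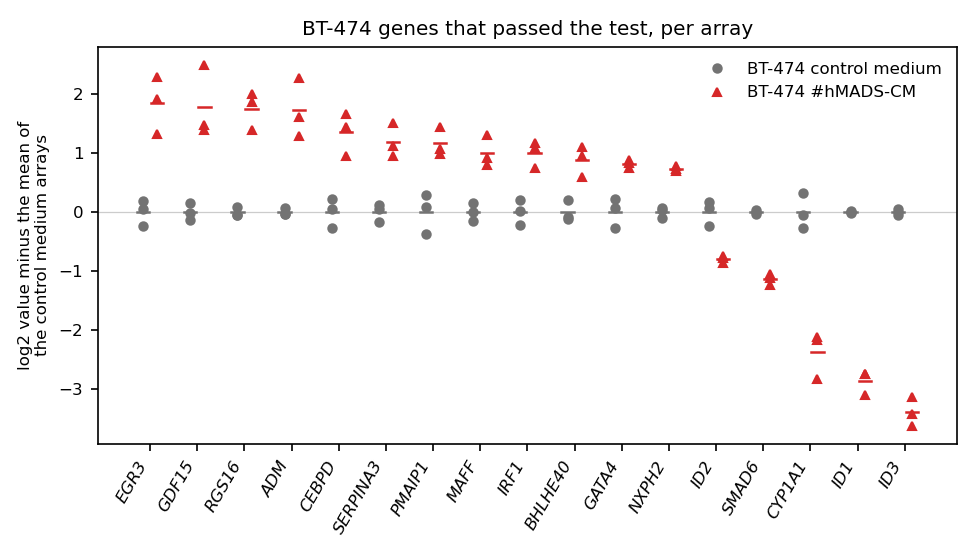
Log2 value of each BT-474 array minus the mean of the control arrays, for the 17 named genes that passed the test (grey circles, control medium; red triangles, #hMADS-CM; bars, means of 3 arrays). The 12 genes that rose stand on 1 side of the control arrays and the 5 that fell, led by ID3 and ID1, on the other.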

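CEBPD, a transcription factor of the acute-phase response, rose in both lines, and ID2 and SMAD6, both targets of BMP signaling, fell in both. SMAD6 encodes an inhibitor of that pathway. CEBPD went from a log2 value of 6.02 ± 0.25 to 7.37 ± 0.36 in BT-474 and from 9.02 ± 0.03 to 11.64 ± 0.19 in SK-BR-3 (SD, n = 3 arrays each). MCL1, an inhibitor of apoptosis of the BCL2 family, rose in SK-BR-3 and did not pass the test in BT-474. DUSP5, a phosphatase that inactivates ERK, passed in neither line, although all 3 arrays in #hMADS-CM lay above all 3 control arrays in each line for both genes. By limma, the log2 fold change of CEBPD was 1.35 (standard error 0.179, adjusted p = 0.0121) in BT-474 and 2.61 (standard error 0.179, adjusted p = 8.70e-06) in SK-BR-3. Its lowest values over the alternatives were 0.60 in BT-474 and 2.35 in SK-BR-3. SMAD6 had -1.13 in BT-474 (adjusted p = 0.00480) and -1.20 in SK-BR-3 (adjusted p = 0.000343), and ID2 had -0.79 (adjusted p = 0.0204) and -1.78 (adjusted p = 4.70e-06). For MCL1 the log2 fold change was 0.41 (standard error 0.0905, adjusted p = 0.223) in BT-474 and 0.54 (standard error 0.0905, adjusted p = 0.00852) in SK-BR-3. For DUSP5 it was 0.51 (standard error 0.166, adjusted p = 0.479) in BT-474 and 0.63 (standard error 0.166, adjusted p = 0.112) in SK-BR-3. By the rule printed under the paper's tables, both genes were over 1.3-fold in each line with the values as processed here. In the test of the difference between the lines, BT-474 minus SK-BR-3, ID2 passed at 0.98 (adjusted p = 0.0268). CEBPD at -1.27 (adjusted p = 0.0752; 0.0443 without BT-474 #hMADS-CM replicate 2, and passing without the background correction, with the authors' matrix, with the filter on all 12 arrays and with variances with a trend), SMAD6 at 0.07 (0.989), MCL1 at -0.13 (0.964) and DUSP5 at -0.12 (0.988) did not. Of the 14 features higher in BT-474, 8 were also among the 204 higher in SK-BR-3, where 0.156 would fall by chance (Fisher's exact test, two-sided p = 5.98e-13). They were ADM, BHLHE40, CEBPD, IRF1, MAFF, RGS16, SERPINA3 and 1 probe without a gene symbol. Of the 5 lower in BT-474, CYP1A1, ID1, ID2 and SMAD6 were among the 62 lower in SK-BR-3, against 0.0170 by chance (Fisher's exact test, two-sided p = 6.00e-10). No feature passed in opposite directions. The BT-474 and SK-BR-3 arrays have separate controls, and genes are not independent in this count. Both lists come from 1 fit that gives a gene the same standard error in both lines, which favors the same genes in each. With each line fitted alone, 6 features passed in BT-474 and 4 changes were shared. In BT-474, CEBPD did not pass without control medium replicates 1 and 3 (adjusted p = 0.0547 and 0.0755) or #hMADS-CM replicates 1 and 2 (0.0627 and 0.0636), nor ID2 without control medium replicates 2 and 3 (0.107 and 0.125) or #hMADS-CM replicates 1, 2 and 3 (0.0874, 0.0961 and 0.0783), MCL1 in SK-BR-3 did not pass without #hMADS-CM replicate 2 (0.0518), and both lines shared 7 changes without BT-474 control medium replicate 2 and 6 without BT-474 control medium replicate 3 or #hMADS-CM replicate 2. The difference of ID2 passed only without BT-474 control medium replicates 1 and 2 or SK-BR-3 #hMADS-CM replicate 3 among the 12 fits that left out 1 array (adjusted p 0.0547 to 0.0910 in the 9 others).

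**Figure D2:**
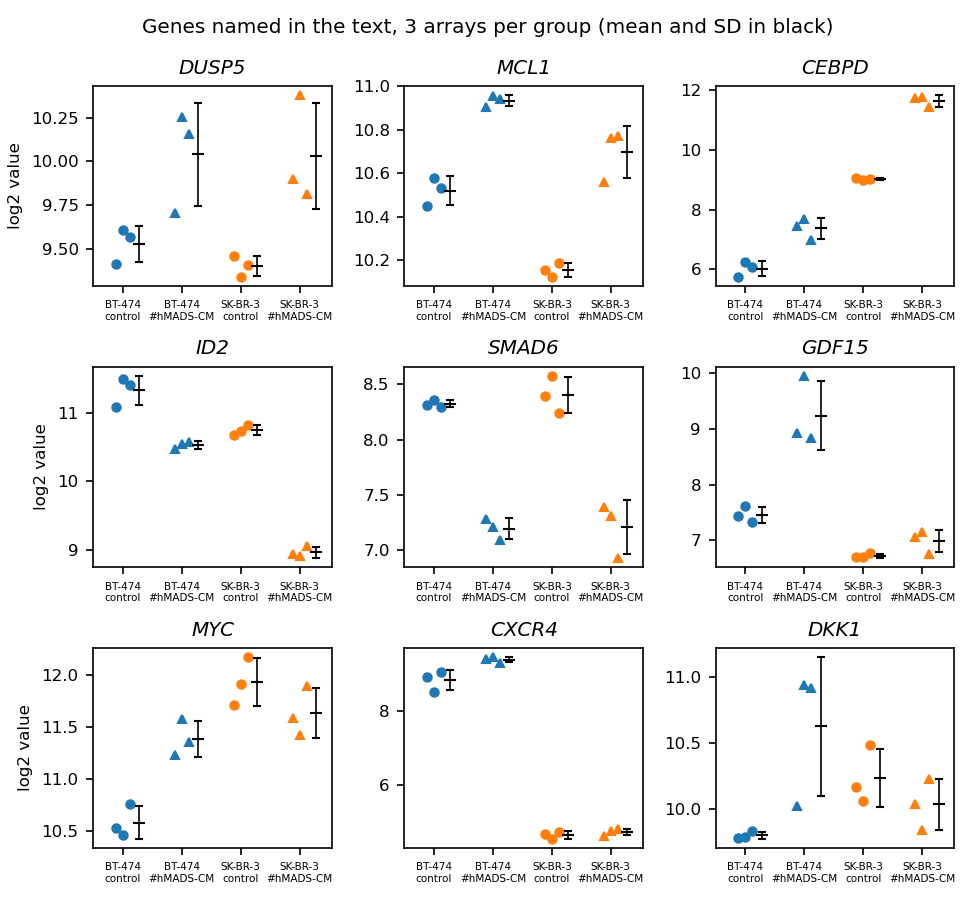
Log2 values of the 3 arrays per group for 9 of the genes that the text names, in BT-474 (blue) and SK-BR-3 (orange) in control medium and in #hMADS-CM, with mean and SD in black. CEBPD rises and ID2 and SMAD6 fall in both lines, and GDF15 rises in BT-474; CXCR4 in SK-BR-3 lies below background in both media.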

Interestingly, *GDF15*, *MYC*, *CXCR4* and *DKK1* were upregulated in BT-474 cells, but not in SK-BR-3 cells, which were previously shown to be less sensitive to #hMADS-induced inhibition of ADCC. 

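GDF15, a stress-induced cytokine of the TGF-beta family, rose in BT-474 cells from a log2 value of 7.46 ± 0.14 to 9.24 ± 0.61 (SD, n = 3 arrays each). MYC, a growth-promoting transcription factor, CXCR4, the receptor of the chemokine CXCL12, and DKK1, a secreted inhibitor of Wnt signaling, did not pass the test in BT-474, with all 3 arrays in #hMADS-CM above all 3 control arrays for each. MYC went from 10.58 ± 0.16 to 11.38 ± 0.18, CXCR4 from 8.83 ± 0.27 to 9.39 ± 0.07 and DKK1 from 9.80 ± 0.03 to 10.62 ± 0.52 (SD, n = 3 each). CXCR4 was not detected on any SK-BR-3 array, so no fold is given for it there. By limma, the log2 fold change in BT-474 was 1.78 (standard error 0.235, adjusted p = 0.0121) for GDF15, 0.80 (standard error 0.157, adjusted p = 0.132) for MYC, 0.56 (standard error 0.130, adjusted p = 0.246) for CXCR4 and 0.82 (standard error 0.215, adjusted p = 0.343) for DKK1, which passed without BT-474 #hMADS-CM replicate 1 (adjusted p = 0.0187). With every probe tested on its own, a second probe of MYC passed in BT-474, with 1.18 on the log2 scale (adjusted p = 0.0358). In SK-BR-3 the log2 fold change was 0.26 (standard error 0.235, adjusted p = 0.753) for GDF15, -0.29 (standard error 0.157, adjusted p = 0.516) for MYC and -0.20 (standard error 0.215, adjusted p = 0.804) for DKK1. The difference between the lines did not pass for the 3 genes measured in both: GDF15 1.52 (adjusted p = 0.114; 0.0275 without BT-474 #hMADS-CM replicate 2), MYC 1.10 (0.0812) and DKK1 1.02 (0.368; 0.0282 without BT-474 #hMADS-CM replicate 1). The response of 55 of the 18267 features differed between the lines at an adjusted p under 0.05, 9 of them with the higher log2 fold change in BT-474 and 46 in SK-BR-3. Of the 55, 49 had passed in SK-BR-3 and not in BT-474, and 13 were below background on all 6 BT-474 arrays. ID3 was the named gene with the largest difference among those detected in both lines, at -3.02 (adjusted p = 2.41e-05). Its log2 fold change in SK-BR-3 was -0.36 (standard error 0.141, adjusted p = 0.330). GDF15 in BT-474 did not pass without control medium replicates 1, 2 and 3 (adjusted p = 0.0547, 0.0517 and 0.0903). The number of features that differed was 31, 20 and 23 without BT-474 control medium replicates 1, 2 and 3, 27 and 25 without BT-474 #hMADS-CM replicates 1 and 3, 27, 30 and 23 without SK-BR-3 control medium replicates 1, 2 and 3, and 23 and 35 without SK-BR-3 #hMADS-CM replicates 2 and 3.

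**Figure D3:**
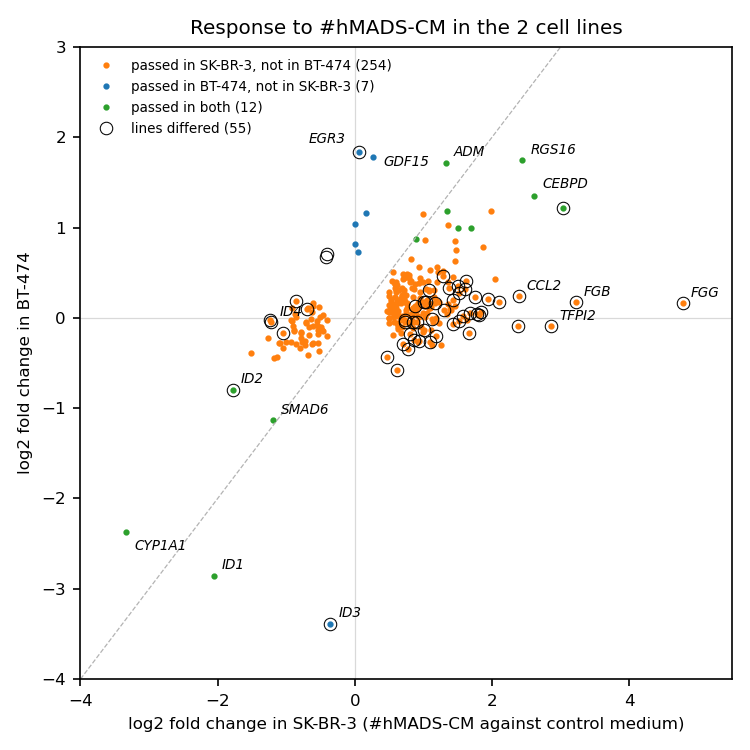
Log2 fold change in #hMADS-CM over control medium in SK-BR-3 (x axis) and in BT-474 (y axis) of the features that passed the test in SK-BR-3 and not in BT-474 (orange, 254), in BT-474 and not in SK-BR-3 (blue, 7) or in both (green, 12); black circles mark the 55 whose response differed between the lines. ID3 lies far below the line of equal change.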

We further confirmed by RT-qPCR the kinetic induction of *GDF15*, *MYC* and two alternative splicing variants of *CXCR4* in BT-474 cells upon exposure to #hMADS-CM (Additional file 2: Figure S6). Whereas the expression levels of both *CXCR4* variants rapidly increased and reached their maxima at 1 hour, *GDF15* and *MYC* were induced at maximal levels between 2 and 3 hours after exposure. Intriguingly, separate downregulation of *GDF15*, *MYC* and *SERPINA3* by using a small interfering RNA (siRNA) approach did not reverse the #hMADS-CM-induced inhibition of ADCC (Additional file 10: Figure S7), suggesting that the phenotypic alterations of tumor cells induced by exposure to adipocyte-conditioned medium are likely to be complex.

To assess whether the protection of breast cancer cells by adipocytes was specific to ADCC, we performed 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) cytotoxicity assays with trastuzumab emtansine (T-DM1), an antibody-drug conjugate. We found that #hMADS-CM also protected BT-474 cells from the cytotoxicity mediated by T-DM1 (Additional file 11: Figure S8). Collectively, these data suggest that adipocyte-derived factors rapidly increase the expression of several survival genes that may be involved in cancer resistance to targeted therapies.

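Among genes with known roles in cell survival, GDF15 and PMAIP1, both induced by p53, rose in BT-474 cells, and no gene of the 3 lists tested here fell. Of 16 measured p53 targets, GDF15 and PMAIP1 rose, none fell and 14 did not pass limma's test (2 higher when adjusted over the list alone). Of 18 pro-apoptotic genes, PMAIP1 rose and 17 did not pass (1 higher when adjusted over the list alone). None of 16 inhibitors of apoptosis passed limma's test (3 higher when adjusted over the list alone). At an unadjusted p under 0.05 there were 6 by limma, 3 by an unpaired and 4 by a paired test of each gene by itself. TNFAIP8, MCL1 and IER3, an immediate-early gene with a role in survival, had the lowest p-values of this list, and IER3 was named after its values were seen. By camera, none of these lists was higher or lower than the other genes: the adjusted p was 0.363 for the p53 targets, 0.583 for the pro-apoptotic genes and 0.370 for the anti-apoptotic genes. The median log2 fold change of the anti-apoptotic genes was -0.02, while their mean, 0.11, and the direction of their test were positive. From the array results, read together with its cytotoxicity assays, the paper proposes that factors secreted by adipocytes quickly raise the expression of several survival genes, and that these genes could take part in the resistance of cancer cells to targeted therapies.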

### Normal human adipose tissue inhibits the antitumor effect of trastuzumab *in vivo*

Our results indicate that adipose cells promote cancer resistance to trastuzumab-mediated ADCC *in vitro*. To understand whether adipose tissue can exert the same effect *in vivo*, we conducted the experiment in SCID mice, which have functional macrophages and NK cells [32]. Abdominal adipose tissue obtained from patients undergoing plastic surgery was injected subcutaneously into SCID mice to form a lipoma. BT-474 tumor was grafted next to the lipoma, and mice were treated with trastuzumab or rituximab as a control. The lipoma alone did not grow in the mice (data not shown). As shown in Figure 6A and 6B, trastuzumab inhibited the growth of BT-474 tumor in the absence of lipoma, but not in the presence of lipoma. Moreover, the interface between the lipoma and the tumor was well vascularized (Figure 6C). Therefore, our data strongly suggest that adipose tissue may have an impact on cancer resistance to trastuzumab treatment.

**Figure 6:**
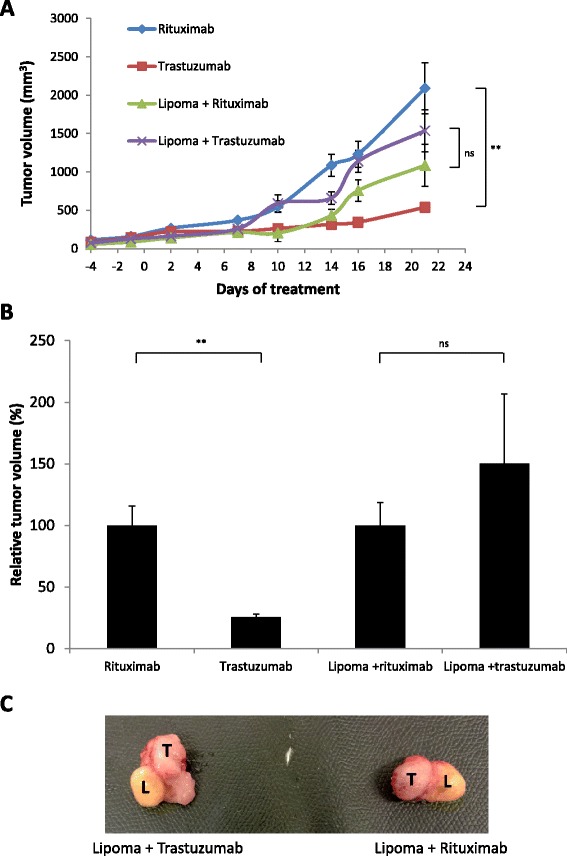
Abdominal adipose tissue inhibits antitumor effect of trastuzumab *in vivo*. **(A)** Tumor growth in BT-474 xenograft mice treated with trastuzumab or rituximab in the presence or absence of lipoma. Median ± standard error of the mean data are shown. **(B)** Normalization of the tumor volumes shown in **(A)** with the tumor volumes of mice treated with rituximab. **(C)** Photos of the tumors in contact with the lipomas taken from mice treated with either trastuzumab (left) or rituximab (right). L, Lipoma; ns, Not significant; T, Tumor. **P < 0.01.

## Discussion

Adipocytes constitute the most abundant cell type in the adipose tissue proximal to breast cancer cells and actively participate in tumor progression through the paracrine secretion of various adipocytokines [33]. Recent studies have suggested that adipocytes promote cancer resistance to chemotherapy and radiotherapy [17,18]. However, the role of these cells in resistance to targeted therapy remains unknown. In this study, using an original coculture system, we investigated the implication of adipocytes and preadipocytes in trastuzumab-mediated ADCC in HER2-overexpressing breast cancer cells.

We demonstrate for the first time that adipocytes and preadipocytes inhibit trastuzumab-mediated tumor lysis by NK cells *in vitro* and that adipose tissue inhibits the antitumor effect of trastuzumab *in vivo*. This highlights the importance of adipose tissue in the resistance of cancer to targeted therapy using monoclonal antibodies. A recent study by Crozier *et al.* showed that increased body mass index (BMI) is associated with shorter disease-free survival in HER2-overexpressing breast cancer patients, although trastuzumab improved clinical outcome, regardless of BMI [34]. However, BMI is only a conventional indicator of the body fat mass and does not reflect the paracrine effect of the local adipose tissue in the microenvironment. Indeed, we observed a reduced antitumor effect of trastuzumab in mice in which the tumor was in direct contact with the lipoma, but not in mice in which the tumor was distantly localized from the lipoma (data not shown). Additionally, we observed an enhancement of the inhibition of ADCC by adipose cells under hypoxic conditions. Because hypoxia is one of the hallmarks of the tumor microenvironment [29] and has also been associated with obesity [35], this latter result underlines the potential clinical relevance of our findings on the impact of adipose tissue on targeted therapy for breast cancer. Furthermore, because adipocytes are hypertrophic with altered functions in obesity [36,37], a comparative study between adipocytes from lean and obese individuals could provide better understanding on the link between obesity and cancer resistance to therapies.

Several studies have pointed out the alteration of NK phenotype or NK functions by the tumor microenvironment [38,39]. Moreover, NK cells have been shown to express receptors for different adipokines, and their cytotoxicity has been found to be modulated by factors such as leptin and adiponectin [40,41]. Here, using NK-92-CD16 cells, we observed a modification of the secretion of IFN-γ, but not any modification of NK cell markers or NK cell cytotoxicity. These results seem to be in contrast to the work by DelaRosa *et al.*, who showed that human ASCs impaired NK cell cytotoxicity and NK cell markers, in particular decreased CD16 expression [42]. However, in DelaRosa’s studies, the NK cells were continuously coincubated with ASCs for 72 hours, whereas in our studies, the incubation times were much shorter (4 hours or 18 hours). Moreover, the use of the NK-92 cell line may be not representative of the situation *in vivo*. Therefore, a possible alteration of NK cells by adipose cells cannot be excluded in our studies. We also found that inhibition of ADCC by adipose tissue was not due to titration or degradation of the therapeutic antibody itself.

Our results suggest that adipose-derived factors reduce the sensitivity of HER2+ breast tumor cells to trastuzumab-mediated ADCC. This is supported by the facts that the ability of adipose cells to inhibit ADCC was variable, depending on the breast tumor cell lines studied, and that BT-474 cells preincubated overnight in #hMADS-CM showed decreased sensitivity to ADCC. We show that exposure of BT-474 cells to #hMADS-CM rapidly upregulated the expression of several genes involved in cell survival. However, the phenotypic alterations of tumor cells induced by exposure to adipocyte-conditioned medium are likely to be complex because downregulation of selected target genes by siRNA did not reverse the adipocyte-induced inhibition of ADCC. Importantly, the protective effect of adipocytes also seemed to apply to other targeted therapies because we observed a protection of BT-474 cells from T-DM1 cytotoxicity in the presence of #hMADS-CM. Likewise, it would be interesting to investigate the impact of adipocytes on the resistance of cancer cells to the adaptive immune system, notably resistance to cytotoxic T cell-mediated cytotoxicity. Further studies are required to better understand the roles of adipose tissue in cancer resistance to therapies.

In an attempt to identify the adipose secreted factors involved in inhibition of ADCC, we tested the ability of known adipocytokines to inhibit ADCC under our experimental conditions. Neither leptin, adiponectin, vaspin, IL-6, IGF-1, autotaxin, TNF-α, nor transforming growth factor β was found to reproduce the inhibition observed with the CM (Additional file 12: Table S3). As the secretomes of adipocytes and preadipocytes are extremely diverse [43], a number of other adipose derived factors could be tested. We hypothesize that the inhibition of ADCC could be mediated by multiple factors that act at the same time on cancer cells.

In a previous study, Dirat *et al.* [44] showed that there is crosstalk between adipocytes and tumor cells and that adipocytes are modified by tumor cells to acquire a typical phenotype, named *cancer-associated adipocytes*, that further enhances tumor cell invasion. In our short-duration coculture, we did not observe any delipidation of adipocytes by tumor cells (data not shown). However, we speculate that the inhibitory effect of ADCC observed with naive adipocytes could be further enhanced by cancer-associated adipocytes.

An important finding in our studies is that abdominal adipose tissue from plastic surgery could inhibit the antitumor effect of trastuzumab *in vivo*. It is worth noting that the biology of adipose tissue can differ substantially, depending on its localization in the human body [45], suggesting that further studies on mammary adipose tissue obtained from mammoplasties could provide more information on the impact of adipose tissue in the breast. Likewise, the impact of adipose tissue on the efficacy of other therapies also requires further investigation. Nonetheless, our data, together with those of others [46,47], raise the question of the safety of lipotransfer in patients undergoing breast reconstruction.

## Conclusions

By using *in vitro* and *in vivo* approaches, we demonstrate that adipocytes and preadipocytes are implicated in the resistance of breast cancer cells to trastuzumab-mediated cytotoxicity. The effects of adipose cells are mediated via the secretion of soluble factors that act on cancer cells to increase their resistance. Further studies are required to identify the adipose-derived factors involved in the crosstalk between adipose stroma and the tumor. This will allow the development of sensitizing strategies to circumvent adipose tissue-mediated resistance to trastuzumab in breast cancer.

## Additional files

Additional file 1: **Supplementary Materials and Methods.**

Additional file 2: Figure S6. Kinetic expression of *GDF15*, *MYC* and *CXCR4* upregulated by #hMADS-CM in BT-474 cells. BT-474 cells were exposed to #hMADS-CM or the control medium for the indicated times. The expression levels of *GDF15*, *MYC* and *CXCR4* were analyzed by RT-qPCR. Fold change indicates the regulation of these genes by #hMADS-CM compared with the control medium. The results shown are mean ± SD values of a duplicate of one experiment representative of three independent experiments.

Additional file 3: Figure S1. #hMADS adipocytes and hMADS preadipocytes inhibit ADCC. ADCC assays on BT-474 cells **(A)** or SK-BR-3 cells and MDA-MB-361 cells **(B)**. Fluorescence intensity of a representative experiment from among at least three independent experiments, each performed in triplicate, is shown in (A). Values are means ± SD of the triplicate. The percentage of cytotoxicity is shown in (B). Values are means ± SD of at least three independent experiments.

Additional file 4: Figure S2. HER2 expression levels in the breast cancer cell lines studied. BT-474 (red lines), MDA-MB-453 (blue lines), SK-BR-3 (violet lines) and MDA-MB-361 (green lines) cells were labeled with anti-HER2 Affibody and analyzed by fluorescence-activated cell sorting (FACS). Dotted lines indicate unstained cells, and solid lines indicate HER2-stained cells. The results shown are representative of three independent experiments.

Additional file 5: Figure S3. Kinetics of ADCC in the presence of adipocyte-conditioned media and effect of proteinase K. **(A)** ADCC assays were performed on BT-474 cells at different kinetic time points in the presence of #hMADS-CM (left) or hMADS-CM (right). The results shown are representative of three independent experiments. **(B)** #hMADS-CM was incubated with 100 μg/ml proteinase K for 1 hour at 37°C. Proteinase K was inactivated by addition of 75 μg/ml phenylmethylsulfonyl fluoride. #hMADS-CM and its control medium were used in ADCC assays. Values are means ± SD of at least three independent experiments.

Additional file 6: Figure S4. hMADS and #hMADS cells do not express FcRs. hMADS and #hMADS cells were labeled with anti-CD16, anti-CD32 or anti-CD64 antibodies; washed; and analyzed by FACS. NK-92-CD16 cells were used as a positive control for CD16 expression, and monocytes were used as a positive control for CD32 and CD64 expression. Dotted red lines indicate unstained cells, and solid green lines indicate the corresponding antibodies. The results shown are representative of three independent experiments.

Additional file 7: Figure S5. #hMADS-CM and hMADS-CM do not modify NK cell viability. NK-92-CD16 cells were preincubated overnight with #hMADS-CM, hMADS-CM or the control media; washed; and counted for viability using trypan blue. Mean ± SD values of three independent experiments are shown.

Additional file 8: Table S1. List of genes up- or downregulated by #hMADS-CM in BT-474 cells.

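Genes of the acute-phase response were among those that rose in BT-474 cells. Of 27 measured STAT3 and acute-phase genes, CEBPD, SERPINA3 and IRF1, a transcription factor induced by interferon, rose, none fell and 24 did not pass the test (8 higher when adjusted over the list alone). The log2 fold change of IRF1 by limma was 1.00 (standard error 0.157, adjusted p = 0.0399), from 8.06 ± 0.21 to 9.06 ± 0.22 (SD, n = 3 arrays each). This list was higher by camera (adjusted p = 3.38e-06; adjusted p = 0.0521 with an estimated correlation). Of 15 estrogen receptor targets, EGR3 rose and 14 did not pass (5 higher when adjusted over the list alone). Their list was higher by camera (adjusted p = 2.87e-06) and stayed so with an estimated correlation (adjusted p = 0.0413). Of 27 NF-kappaB targets, IRF1 rose and 26 did not pass (2 higher when adjusted over the list alone); the list was higher by camera (adjusted p = 0.0141; adjusted p = 0.163 with an estimated correlation). Of 18 genes induced by hypoxia, ADM rose and 17 did not pass (1 higher and 1 lower when adjusted over the list alone). This list too was higher by camera (adjusted p = 0.0141; adjusted p = 0.408 with an estimated correlation). Besides MYC and DKK1, the genes with an entry of their own in Table S1, not one shared with others, that did not pass were NCOA7, a coactivator of nuclear receptors, with 1.19 (standard error 0.214, adjusted p = 0.0914), EGR1, an immediate-early transcription factor, with 1.08 (standard error 0.326, adjusted p = 0.432), and CYP1B1, a cytochrome P450 gene, with -1.14 (standard error 0.192, adjusted p = 0.0610). NCOA7 passed without BT-474 #hMADS-CM replicate 3 (adjusted p = 0.0297), EGR1 without BT-474 #hMADS-CM replicate 1 (0.0347) and CYP1B1 without BT-474 control medium replicate 1 (0.00666). IRF1 in BT-474 passed only without BT-474 #hMADS-CM replicate 3 or SK-BR-3 #hMADS-CM replicate 3 among the 12 fits that left out 1 array (adjusted p 0.0504 to 0.201 in the 10 others). Without BT-474 control medium replicate 2 or BT-474 #hMADS-CM replicate 2, the NF-kappaB list (adjusted p = 0.273 and 0.0993) and the hypoxia list (0.222 and 0.266) did not pass.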

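Table S1 gives the genes whose expression in BT-474 cells differed more than 1.3-fold between #hMADS-CM and control medium, the rule printed under it, which sets no threshold on p. Of its 138 genes, 87 were among the features tested, and 80 of these had the same direction as in the table. Among the 87 were 15 of the 17 named genes that passed limma's test; GATA4, a developmental transcription factor, and NXPH2, which encodes a secreted neurexophilin, were the other 2. Across the genes of the table measured here, Pearson's r between the log2 of the paper's folds and the log2 fold changes was 0.928; genes are not independent replicates. Under the rule of the table, 1093 features passed 1.3-fold in BT-474, 681 higher and 412 lower. That number was 1744 without BT-474 #hMADS-CM replicate 1, 1706 without BT-474 control medium replicate 2, 120 without the background correction and 378 among the probes detected at p under 0.01 on all 12 arrays.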

Additional file 9: Table S2. List of genes up- or downregulated by #hMADS-CM in SK-BR-3 cells.

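FGG and FGB, which encode fibrinogen chains made in the acute-phase response, rose in SK-BR-3 cells. FGB went from a log2 value of 6.43 ± 0.23 in control medium to 9.66 ± 0.15 in #hMADS-CM, and FGG, detected on 1 of 3 control arrays, from 5.31 ± 0.30 to 10.09 ± 0.28 (SD, n = 3 arrays each). TFPI2, a protease inhibitor detected on 1 of 3 control arrays, the chemokine gene CCL2 and STEAP4, a metalloreductase induced by inflammation, rose as well. Of 27 measured STAT3 and acute-phase genes, 14 rose, none fell and 13 did not pass the test (19 higher when adjusted over the list alone). By limma, the log2 fold change was 4.78 (standard error 0.171, adjusted p = 5.77e-08) for FGG, 3.22 (standard error 0.128, adjusted p = 1.04e-07) for FGB and 2.86 (standard error 0.150, adjusted p = 1.76e-06) for TFPI2; without the background correction it was 2.86, 2.11 and 1.25. CCL2 had 2.39 (standard error 0.194, adjusted p = 4.07e-05) and STEAP4 2.38 (standard error 0.132, adjusted p = 2.40e-06). The STAT3 list was higher by camera (adjusted p = 2.62e-24), also with an estimated correlation (adjusted p = 0.00149). Like the other lists, it was written with Table S2 in view, so it is not independent of that table. Of 27 NF-kappaB targets, 6 rose and 21 did not pass (11 higher and 1 lower when adjusted over the list alone). CCL2, IRF1, ICAM1 and TNIP3 were among the 6. TNIP3, an inhibitor of NF-kappaB, was below background on all 3 control arrays and at least 1.64-fold higher in #hMADS-CM (adjusted p = 0.00718). Its lowest log2 fold change over the alternatives was 0.49, so this bound holds only for the values as processed here. IRF1 had 1.69 (standard error 0.157, adjusted p = 0.000109). That list was higher with the preset (adjusted p = 4.74e-08) and with an estimated correlation (adjusted p = 0.0115). Of 11 glucocorticoid receptor targets, CEBPD and the kinase gene SGK1 rose and 9 did not pass (3 higher and 1 lower when adjusted over the list alone). The log2 fold change of SGK1 was 1.04 (standard error 0.192, adjusted p = 0.0169). This list was higher by camera (adjusted p = 0.0408; adjusted p = 0.125 with an estimated correlation). Of 17 NK cell ligands and complement regulators, ICAM1, the adhesion molecule that binds LFA-1 on lymphocytes, was detected on 2 of 3 control arrays and rose, with 1.25 (standard error 0.251, adjusted p = 0.0276), and 16 did not pass (3 higher when adjusted over the list alone). The list was higher by camera (adjusted p = 0.00382; adjusted p = 0.120 with an estimated correlation). The glucocorticoid receptor list did not pass without BT-474 control medium replicate 3 (adjusted p = 0.0553), SK-BR-3 control medium replicate 1 (0.0736) or SK-BR-3 #hMADS-CM replicates 1, 2 and 3 (0.0507, 0.0643 and 0.0708). ICAM1 did not pass without SK-BR-3 control medium replicates 2 and 3 (adjusted p = 0.0820 and 0.113) or #hMADS-CM replicate 3 (0.0995), nor SGK1 without control medium replicates 2 and 3 (0.0726 and 0.0517) or #hMADS-CM replicates 2 and 3 (0.0856 and 0.0830).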

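CYP1A1 fell in SK-BR-3 cells, from a log2 value of 8.64 ± 0.24 in control medium to 5.30 ± 0.29 in #hMADS-CM (SD, n = 3 arrays each), where it was detected on 1 of 3 arrays. ID1 and ID4, inhibitors of basic helix-loop-helix factors, fell with it. PHLDA1, a gene induced by ERK signaling, and the immediate-early gene FOS, detected on 1 of 3 control arrays, rose. By limma, the log2 fold change was -3.34 (standard error 0.221, adjusted p = 6.80e-06) for CYP1A1 and -2.06 (standard error 0.156, adjusted p = 2.40e-05) for ID1; without the background correction it was -1.65 and -1.82. ID4 was below background on all 3 arrays in #hMADS-CM and at least 2.04-fold lower (adjusted p = 0.00103). Its weakest log2 fold change over the alternatives was -0.38, so this bound holds only for the values as processed here. Of 11 measured BMP and SMAD1/5 targets, ID1, ID2, ID4, SMAD6 and SMAD7 fell and 6 did not pass the test (1 higher and 7 lower when adjusted over the list alone). The list was lower by camera (adjusted p = 1.36e-08), also with an estimated correlation (adjusted p = 0.00245). Of 5 aryl hydrocarbon receptor targets, CYP1A1 fell and 4 did not pass (2 lower when adjusted over the list alone). The list was lower by camera (adjusted p = 0.00171; adjusted p = 0.125 with an estimated correlation), but not among the probes detected at p under 0.01 on all 12 arrays (adjusted p = 0.326). Of 18 MAPK feedback inhibitors, PHLDA1, SPRY1 and SPRY4 rose, DUSP8 fell and 14 did not pass (9 higher and 2 lower when adjusted over the list alone). PHLDA1 had 2.05 (standard error 0.267, adjusted p = 0.00147) and SPRY4, an inhibitor of receptor tyrosine kinase signaling, 1.47 (standard error 0.166, adjusted p = 0.000517). This list was higher by camera (adjusted p = 7.22e-05; adjusted p = 0.120 with an estimated correlation). Of 22 genes of the immediate-early list, FOS, MAFF, ATF3, IER5 and JUNB rose, CCN1 fell and 16 did not pass. When adjusted over the list alone, 8 were higher and 2 lower. JUNB and CCN1, which encodes a secreted protein, were named after their values were seen. FOS had 1.87 (standard error 0.259, adjusted p = 0.00239) and MAFF 1.51 (standard error 0.149, adjusted p = 0.000184). Over the alternatives the lowest values were 0.71 for FOS and 0.98 for MAFF. Their list was higher by camera (adjusted p = 0.000714; adjusted p = 0.120 with an estimated correlation). Of 21 FOXO targets, CCNG2, CITED2, FBXO32 and TXNIP fell, BCL6 rose and 16 did not pass (1 higher and 6 lower when adjusted over the list alone). CCNG2, a cyclin linked to arrest of the cell cycle, had -1.18 (standard error 0.141, adjusted p = 0.000745). The FOXO list was lower by camera (adjusted p = 0.00443; adjusted p = 0.125 with an estimated correlation). DUSP8 did not pass without SK-BR-3 control medium replicate 1 (adjusted p = 0.0553) or #hMADS-CM replicate 2 (0.0534), nor TXNIP without SK-BR-3 control medium replicate 3 (0.0604). Among the 12 fits that left out 1 array, SMAD7 passed only without BT-474 control medium replicate 3 or SK-BR-3 control medium replicate 2 (adjusted p 0.0540 to 0.191 in the 10 others), and SPRY1 only without BT-474 #hMADS-CM replicates 2 and 3 or SK-BR-3 control medium replicate 3 (0.0567 to 0.179 in the 9 others).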

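CDKN1A, which encodes the cell cycle inhibitor p21, and PIM2, a kinase that inhibits apoptosis, rose in SK-BR-3 cells. CDKN1A went from a log2 value of 9.54 ± 0.08 to 11.06 ± 0.16 and PIM2 from 7.28 ± 0.08 to 8.02 ± 0.08 (SD, n = 3 arrays each). The log2 fold change by limma was 1.52 (standard error 0.126, adjusted p = 4.64e-05) for CDKN1A and 0.74 (standard error 0.0915, adjusted p = 0.00103) for PIM2. CDKN1A was the only one of 16 measured p53 targets that passed the test (3 higher when adjusted over the list alone). The list was higher by camera (adjusted p = 0.0152; adjusted p = 0.125 with an estimated correlation). Of 16 anti-apoptotic genes, PIM2, BAG3, a co-chaperone, and MCL1 rose and 13 did not pass (5 higher when adjusted over the list alone). BAG3 had 0.63 (standard error 0.110, adjusted p = 0.0121). This list was higher by camera (adjusted p = 0.0325; adjusted p = 0.120 with an estimated correlation). None of 18 pro-apoptotic genes passed limma's test (2 higher when adjusted over the list alone). At an unadjusted p under 0.05 there were 6 by limma, 5 by an unpaired and 2 by a paired test of each gene by itself, and camera gave an adjusted p of 0.144. The p53 list did not pass without SK-BR-3 control medium replicate 1 (adjusted p = 0.0587) or #hMADS-CM replicate 1 (0.0793), nor the anti-apoptotic list without the same arrays (0.0700 and 0.0507). BAG3 did not pass without SK-BR-3 control medium replicate 3 (adjusted p = 0.0551) or #hMADS-CM replicate 3 (0.0505), nor MCL1 without #hMADS-CM replicate 2 (0.0518).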

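Table S2 gives the corresponding genes for SK-BR-3 cells. In this line 204 features were higher and 62 were lower in #hMADS-CM at an adjusted p under 0.05 from limma, and 230 of these 266 are named genes. More than 2-fold changes numbered 96. The 315 entries of Table S2 name 297 different genes, of which 260 were among the features tested. Of these, 259 had the direction of the table and 178 passed the test. Across the genes of Table S2, Pearson's r with the log2 of the paper's folds was 0.936. Among the genes with their own place in the table, CEMIP2, a hyaluronidase of the cell surface, had 1.75 (standard error 0.105, adjusted p = 3.52e-06) and NCOA7 1.98 (standard error 0.214, adjusted p = 0.000343). TENT5B, a poly(A) polymerase, fell by 1.52 (adjusted p = 0.000343). By the rule of more than 1.3-fold, 1660 features changed in SK-BR-3, 930 higher and 730 lower. A total of 159 passed limma's test without SK-BR-3 #hMADS-CM replicate 2 (131 higher and 28 lower), and the number that were lower was 41 and 33 without SK-BR-3 control medium replicates 2 and 3 and 35 without #hMADS-CM replicate 3. The number over 1.3-fold was 282 without the background correction and 594 among the probes detected at p under 0.01 on all 12 arrays.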

Additional file 10: Figure S7. Downregulation of *GDF15*, *MYC* and *SERPINA3* by siRNA in ADCC assays. BT-474 cells were transfected with 10 nM scrambled siRNA or siRNA of indicated target genes for 48 hours. At 48 hours posttransfection, gene expression levels of target genes were analyzed by RT-qPCR **(A)** and BT-474 cells were used for ADCC assays **(B)** in the presence of the control medium or #hMADS-CM. The results shown are means ± SD of at least three independent experiments.

Additional file 11: Figure S8. Protection of BT-474 cells by #hMADS-CM from T-DM1. BT-474 cells were exposed to the indicated concentrations of T-DM1 in the presence of the control medium or #hMADS-CM for 72 hours. Cell proliferation was determined by MTT assay. The results shown are representative of three independent experiments.

Additional file 12: Table S3. List of adipocyte-derived factors tested in ADCC assays.

## Abbreviations

ADCC: Antibody-dependent cellular cytotoxicity
ASC: Adipose-derived stem cell
BMI: Body mass index
CM: Conditioned media
DMEM: Dulbecco’s modified Eagle’s medium
ER: Estrogen receptor
FACS: Fluorescence-activated cell sorting
FcR: Fc receptor
FCS: Fetal calf serum
FGF2: Basic fibroblast growth factor
FITC: Fluorescein isothiocyanate
HER2: Human epidermal growth factor receptor 2
hMADS: Human multipotent adipose-derived stem cells
#hMADS: Differentiated human multipotent adipose-derived stem cells
HME: Human mammary epithelial cell
IFN: Interferon
IGF-1: Insulin-like growth factor 1
IL: Interleukin
mTOR: Mammalian target of rapamycin
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
MUC4: Mucin 4
NK: Natural killer
PTEN: Phosphatase and tensin homolog
qPCR: Quantitative polymerase chain reaction
RT: Reverse transcription
SCID: Severe combined immunodeficiency
siRNA: Small interfering RNA
T-DM1: Trastuzumab emtansine
TNF: Tumor necrosis factor

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 1 — Supplementary Materials and Methods.

*Induction of hMADS differentiation*

The differentiation of hMADS cells was previously described (1,2). Briefly, hMADS cells were plated at high density (30,000 cells/cm²) in growth medium containing 2.5 ng/mL FGF2. Two days later, the medium was changed without FGF2 and cells were cultured to reach confluence for additional two days. Cells were induced for differentiation in DMEM/F12 medium supplemented with insulin (5 µg/mL), transferrin (10 µg/mL), T3 (0.2 nM), rosiglitazone (1 µM), 3-Isobutyl-1-methylxanthine (IBMX) (100 µM), and dexamethasone (1 µM) (day 0). At day 3, the medium was changed without IBMX nor dexamethasone. At day 12, the medium was replaced and supplemented with 10% FCS. Differentiated hMADS (#hMADS) cells were used at day 14 of differentiation. The differentiation yield was estimated to range between 70 and 80% and was verified by Oil Red O (Sigma) staining, as described previously (3). The conditioned media (CM) from hMADS and #hMADS cells were harvested after centrifugation at 300 g for 5 min and frozen at -20°C before use.

*Retroviral transduction of NK-92 cells*

NK-92, the human NK cell line (4), generously provided by Conkwest (Del Mar, CA), was grown in complete RPMI culture medium. NK-92-CD16 cells were obtained by transduction of pMX/CD16 plasmid (5) using retroviral supernatant. Transient retroviral supernatants were produced by CaCl2 precipitation (Invitrogen) with 15 µg pMX/CD16 plasmid using Phoenix-Ampho cells. The conditioned medium was collected 24-48 h post-transfection, filtered through 0.45-µm pore-size filters and kept at -80°C until use. The viral titer was determined by the transduction of Jurkat T cells (106 cells per well in 6-well plates) with serial dilutions. Retroviral supernatant titers were typically 1-5*105 IU (Infectious Units)/ml. The NK-92 cell line was seeded at 106 cells into 6-well plates and exposed to 2*2 ml of retroviral supernatant by spinoculation (2400 g, 1.5 h, 32°C) in the presence of 4 µg/ml polybrene (Sigma, St Quentin Fallavier, France) to generate the NK-92-CD16 cells. The culture medium was changed 24 h post-infection. Transduction efficiencies were assessed 5 days later by flow cytometry after staining with the CD16 PE-conjugated mouse anti-CD16 antibody (clone 3G8) (Beckman Coulter, Roissy, France). NK-92-CD16cells were selected for higher CD16 expression by cell sorter flow cytometry using anti-CD16 antibody (Beckman Coulter, Roissy, France). Purity was >95%.

*Antibodies*

The antibodies used were purchased from BD Biosciences (anti-CD16 FITC clone 3G8, anti-CD25 FITC clone 2A3, anti-CD56 V450 clone B159, anti-CD69 PE clone FN50, anti-CD107a PE clone H4A3), Miltenyi (anti-CD159a (NKG2A) FITC clone REA110, anti-CD314 (NKG2D) APC clone BAT221, anti-CD336 (NKp44) APC clone 2.29, and anti-CD337 (NKp30) PE clone AF29-4D12). Anti-ErbB2 (HER2) affibody FITC was purchased from Abcam.

1. Rodriguez A-M, Pisani D, Dechesne CA, Turc-Carel C, Kurzenne J-Y, Wdziekonski B, et al. Transplantation of a multipotent cell population from human adipose tissue induces dystrophin expression in the immunocompetent mdx mouse. J Exp Med. 2005 May 2;201(9):1397–405.

2. Zaragosi L-E, Ailhaud G, Dani C. Autocrine fibroblast growth factor 2 signaling is critical for self-renewal of human multipotent adipose-derived stem cells. Stem Cells Dayt Ohio. 2006 Nov;24(11):2412–9.

3. Abderrahim-Ferkoune A, Bezy O, Astri-Roques S, Elabd C, Ailhaud G, Amri E-Z. Transdifferentiation of preadipose cells into smooth muscle-like cells: role of aortic carboxypeptidase-like protein. Exp Cell Res. 2004 Feb 15;293(2):219–28.

4. Gong JH, Maki G, Klingemann HG. Characterization of a human cell line (NK-92) with phenotypical and functional characteristics of activated natural killer cells. Leukemia. 1994 Apr;8(4):652–8.

5. Clémenceau B, Congy-Jolivet N, Gallot G, Vivien R, Gaschet J, Thibault G, et al. Antibody-dependent cellular cytotoxicity (ADCC) is mediated by genetically modified antigen-specific human T lymphocytes. Blood. 2006 Jun 15;107(12):4669–77.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 2 — Kinetic expression of GDF15, MYC and CXCR4 upregulated by #hMADS-CM in BT-474 cells. BT-474 cells were exposed to #hMADS-CM or the control medium for the indicated times. The expression levels of GDF15, MYC and CXCR4 were analyzed by RT-qPCR. Fold change indicates the regulation of these genes by #hMADS-CM compared with the control medium. The results shown are mean ± SD values of a duplicate of one experiment representative of three independent experiments.

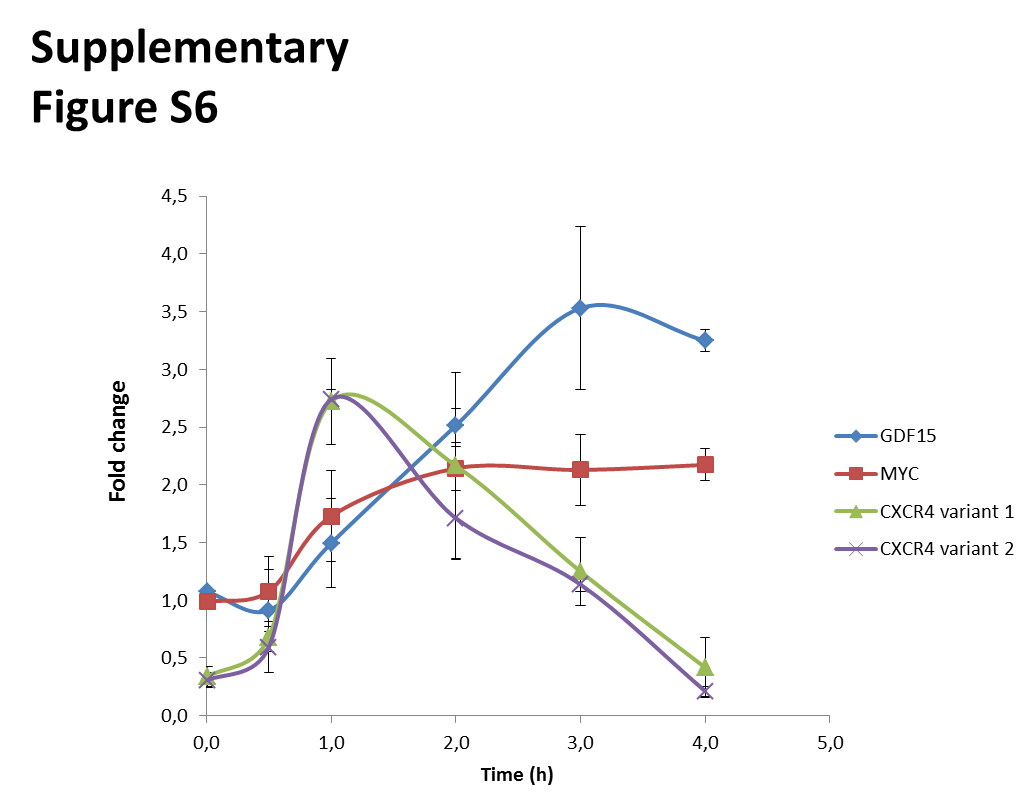

**Fig. S6. Kinetic expression of GDF15, MYC and CXCR4 up-regulated by #hMADS-CM in BT474 cells.** BT474 cells were exposed to #hMADS-CM or the control medium for indicated times. The expression of *GDF15*, *MYC* and *CXCR4* were analyzed by RT-qPCR. Fold change indicates the regulation of these genes by #hMADS-CM compared to the control medium. Results shown are means ± SD of a duplicate of one experiment representative of three independent experiments.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 3 — #hMADS adipocytes and hMADS preadipocytes inhibit ADCC. ADCC assays on BT-474 cells (A) or SK-BR-3 cells and MDA-MB-361 cells (B). Fluorescence intensity of a representative experiment from among at least three independent experiments, each performed in triplicate, is shown in (A). Values are means ± SD of the triplicate. The percentage of cytotoxicity is shown in (B). Values are means ± SD of at least three independent experiments.

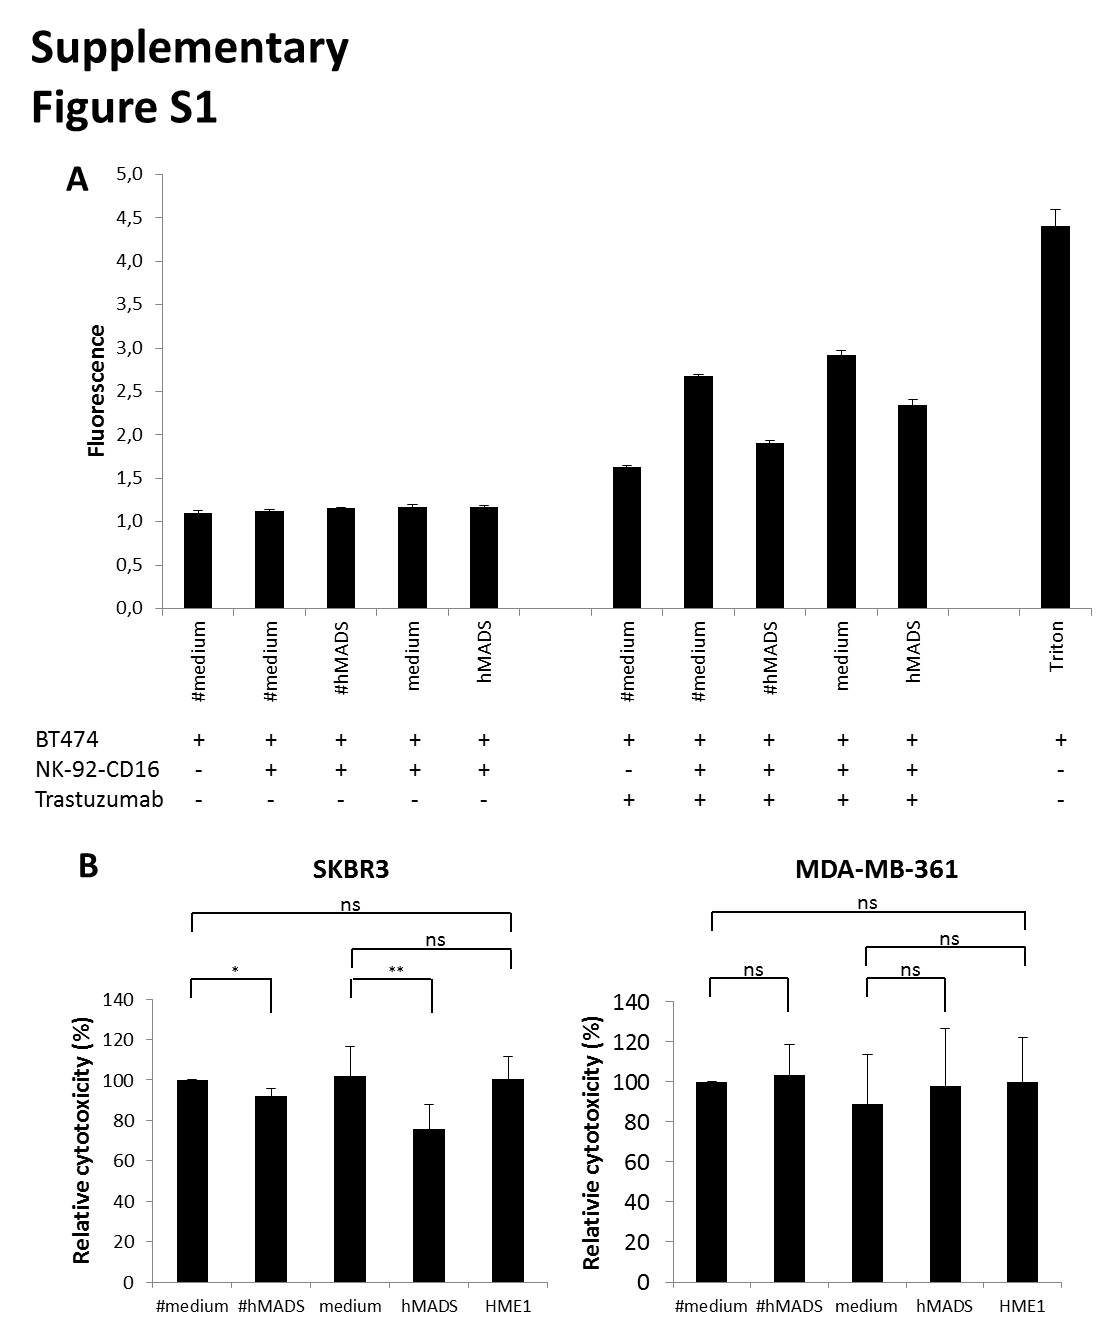

**Fig. S1. #hMADS adipocytes and hMADS preadipocytes inhibit ADCC**. A) BT474 cells were labeled with 12.5 µM calcein and incubated with 1 µg/mL trastuzumab and NK-92-CD16 cells at effector to target (E:T) ratio = 5:1, in the presence of the control media, #hMADS, hMADS cells. After 4 h of incubation, the fluorescence signals of calcein released into the supernatant due to the lysis of target BT474 cells were measured. Representative experiment of at least 3 independent experiments, each performed in triplicate, is shown. Values are means ± SD of the triplicate. B) Same as in A), but ADCC assays were performed on SKBR3 and MDA-MB-361 cells. The percentage of cytotoxicity was calculated. Values are means ± SD of at least three independent experiments. *p<0.05; **p<0.01; ns: not significant.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 4 — HER2 expression levels in the breast cancer cell lines studied. BT-474 (red lines), MDA-MB-453 (blue lines), SK-BR-3 (violet lines) and MDA-MB-361 (green lines) cells were labeled with anti-HER2 Affibody and analyzed by fluorescence-activated cell sorting (FACS). Dotted lines indicate unstained cells, and solid lines indicate HER2-stained cells. The results shown are representative of three independent experiments.

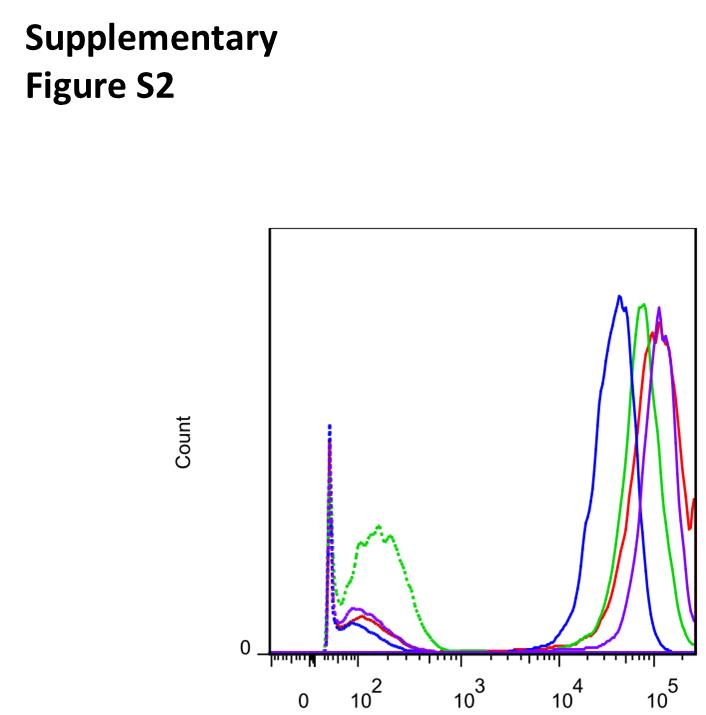

**Fig. S2. HER2 expression levels in the breast cancer cell lines studied.** BT474 (red lines), MDA-MB-453 (blue lines), SKBR3 (violet lines) and MDA-MB-361 (green lines) cells were labeled with anti-HER2 affibody and analyzed by FACS. Dotted lines indicate unstained cells and solid lines indicate HER2-stained cells. Results representative of 3 independent experiments are shown.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 5 — Kinetics of ADCC in the presence of adipocyte-conditioned media and effect of proteinase K. (A) ADCC assays were performed on BT-474 cells at different kinetic time points in the presence of #hMADS-CM (left) or hMADS-CM (right). The results shown are representative of three independent experiments. (B) #hMADS-CM was incubated with 100 μg/ml proteinase K for 1 hour at 37°C. Proteinase K was inactivated by addition of 75 μg/ml phenylmethylsulfonyl fluoride. #hMADS-CM and its control medium were used in ADCC assays. Values are means ± SD of at least three independent experiments.

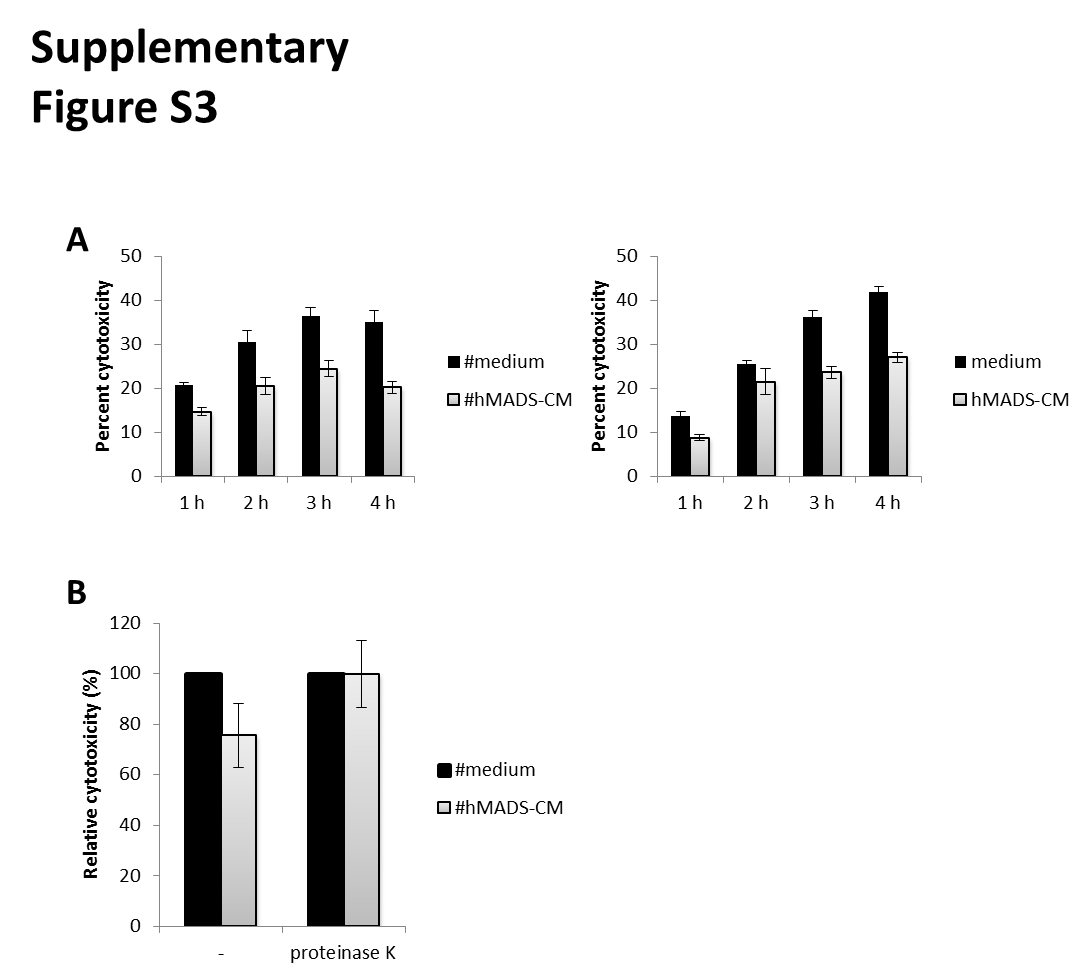

**Fig. S3. Kinetics of ADCC in the presence of adipose conditioned media and effect of proteinase K.** A) ADCC assay was performed on BT474 cells at different kinetic time points, in the presence of #hMADS-CM (left) or hMADS-CM (right). Figure presents the results of a representative experiment out of three with similar results, each performed in quadruplicate. Values are means ± SD of the quadruplicate. B) #hMADS-CM was incubated with 100 µg/mL proteinase K for 1 h at 37°C. Proteinase K was inactivated by addition of 75 µg/mL PMSF. #hMADS-CM and its control medium were used in ADCC assays. Values are means ± SD of at least three independent experiments.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 6 — hMADS and #hMADS cells do not express FcRs. hMADS and #hMADS cells were labeled with anti-CD16, anti-CD32 or anti-CD64 antibodies; washed; and analyzed by FACS. NK-92-CD16 cells were used as a positive control for CD16 expression, and monocytes were used as a positive control for CD32 and CD64 expression. Dotted red lines indicate unstained cells, and solid green lines indicate the corresponding antibodies. The results shown are representative of three independent experiments.

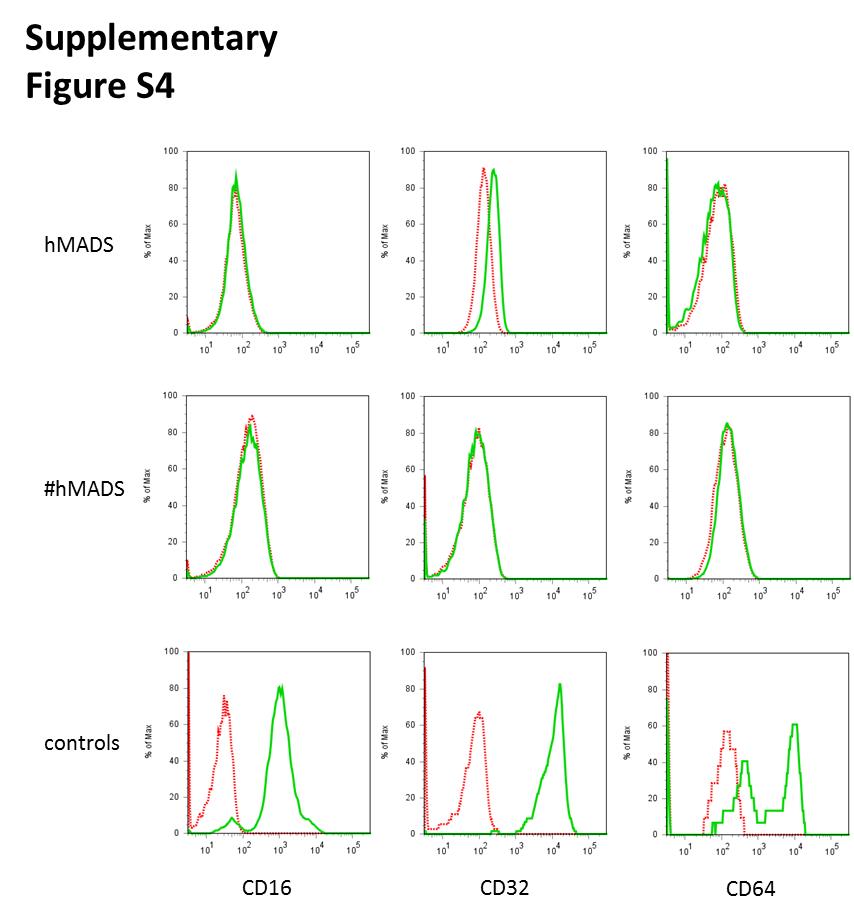

**Supplementary Figure S4. hMADS and #hMADS cells do not express FcR.** hMADS and #hMADS cells were labeled with anti-CD16 or anti-CD32 or anti-CD64 antibodies, washed and analyzed by FACS. NK-92-CD16 cells were used as positive control of CD16 expression; monocytes were used as positive control of CD32 and CD64 expression. Dotted red lines indicate unstained cells and solid green lines indicate corresponding antibodies. Results representative of 3 independent experiments are shown.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 7 — #hMADS-CM and hMADS-CM do not modify NK cell viability. NK-92-CD16 cells were preincubated overnight with #hMADS-CM, hMADS-CM or the control media; washed; and counted for viability using trypan blue. Mean ± SD values of three independent experiments are shown.

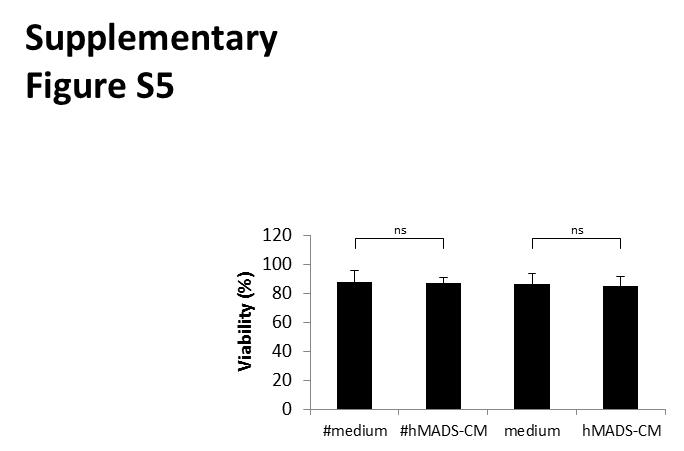

**Supplementary Figure S5. #hMADS-CM and hMADS-CM do not modify NK cell viability.** NK-92-CD16 cells were preincubated overnight with #hMADS-CM or hMADS-CM or the control media, washed and counted for viability using trypan blue. Means ± SD of 3 independent experiments are shown. Ns: not significant.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 8 — List of genes up- or downregulated by #hMADS-CM in BT-474 cells.

**Supplementary Table 1. List of genes up- or down-regulated by #hMADS-CM in BT474 cells**

| **Gene name** | **Accession No** | **Fold change** | **p value** | **Classification** |
| --- | --- | --- | --- | --- |
| ADM | NM_001124.1 | 2.54 | 2.66E-02 | Hormone activity |
| GDF15 | NM_004864.1 | 2.52 | 5.28E-02 | Growth factor, cytokine activity |
| MYC | NM_002467.3 | 2.03 | 7.20E-03 | Transcription |
| SERPINA3 | NM_001085.4 | 1.91 | 9.18E-03 | Serine protease inhibition |
| PMAIP1 | NM_021127.1 | 1.78 | 8.97E-03 | Pro-apoptosis |
| NCOA7 | NM_181782.2 | 1.76 | 6.23E-02 | Nuclear receptor coactivator |
| EGR1 | NM_001964.2 | 1.74 | 1.13E-01 | Transcription |
| DKK1 | NM_012242.2 | 1.73 | 6.83E-02 | Wnt pathway inhibition |
| NLF2  DUSP10  IRF1  LOC402644  ZNF703  EGR3  TNFAIP8  MYADM  CXCR4  BCL6  CEBPD  RGS16  IER3  GABARAP  HSPB8  BHLHB2  LOC641848  LOC392285  GADD45G  LOC653702  DUSP6  PIM3  RPLP1  RPS26P10  FHL2  KRT18P28  LOC730288  LOC642989  LOC728115  LOC644037  LOC100130154  SLC25A25  LOC730029  LOC100132199  SPRY4  ELF3  LOC644330  LOC727821  PHF23  GPRC5A  PTMA  HSPE1  ZFP36L2  ERRFI1  LOC100129028  UQCRH  LOC100134504  DUSP5  RBMX2  ERF  LOC440595  RARA  LOC441073  LOC388076  FRMD6  LOC728843  HMGB1  LOC100127922  LOC728026  LOC644937  WSB2  LOC649946  FOSB  LOC729255  RAB30  LOC402251  LOC100128899  KPNA2  HSPA4  KCNK1  LOC128192  ANP32A  LOC645236  MID1IP1  LOC729687  IER5L  CDC42EP2  FAM89A  LOC649839  LOC728590  LOC100131572  MCL1  HNRPC  C7orf28B  LOC649873  LOC347376  ANXA2P1  MAFF  NOP56  LOC728484  PDLIM3  RPS28  LMCD1  ZFP36L1  RNF39  TGIF1  GPKOW  FTHL11  PSMC6  SHISA2  LRRC59  AK3L1  LOC441550  TACSTD1  PRAGMIN  LOC645630  LOC654074  LOC100131989  LOC651919  LOC389787  CD59  LOC732165  ZFP36  TEAD3  LOC388344  ZNF302  NUPR1  GPER  ARL6IP4  CCNG2  LOC643031  DDIT4  LOC100129882  MIR638  SMAD6 | NM_001007595.1  NM_144729.1  NM_002198.1  XM_938297.1  NM_025069.1  NM_004430.2  NM_001077654.1  NM_138373.3  NM_001008540.1  NM_001706.2  NM_005195.2  NM_002928.2  NM_052815.1  NM_007278.1  NM_014365.2  NM_003670.1  XM_935588.1  XR_017134.2  NM_006705.2  XM_938789.1  NM_022652.2  NM_001001852.2  NM_001003.2  XM_376787.3  NM_001450.3  XR_017689.1  XM_001126276.1  XM_926370.1  XR_038319.1  XR_038280.1  XM_001717333.1  NM_052901.2  XM_001724847.1  XR_039723.1  NM_030964.2  NM_004433.3  XM_934365.1  XR_037166.1  NM_024297.1  NM_003979.3  NM_002823.2  NM_002157.1  NM_006887.3  NM_018948.2  XM_001722134.1  NM_006004.1  XM_001725687.1  NM_004419.3  NM_016024.1  NM_006494.1  XR_038356.1  NM_001024809.2  XR_018937.2  XM_001722259.1  NM_152330.2  XR_015391.1  NM_002128.3  XR_038410.1  XM_001126659.2  XM_941010.3  NM_018639.3  NR_003040.1  NM_006732.1  XR_016047.1  NM_014488.3  XM_377933.3  XR_039503.1  NM_002266.2  NM_002154.3  NM_002245.2  XM_001725191.1  NM_006305.2  XM_928275.1  NM_021242.3  XM_001725257.1  NM_203434.1  NM_006779.2  XM_939093.1  XM_938903.3  XM_001131826.2  XM_001725183.1  NM_021960.3  NM_031314.1  NM_198097.1  XR_037451.1  XM_937928.1  NR_001562.1  NM_012323.2  XM_936090.1  XR_015270.2  NM_014476.1  NM_001031.4  NM_014583.2  NM_004926.2  NM_170770.1  NM_170695.2  NM_015698.3  NR_002204.1  NM_002806.2  NM_001007538.1  NM_018509.2  NM_001005353.1  XR_038097.1  NM_002354.1  NM_001080826.1  XR_039656.1  XM_941635.1  XM_001725073.1  XM_941189.1  XM_497072.2  NM_203329.1  XM_934933.1  NM_003407.1  NM_003214.2  XM_371023.4  NM_018443.2  NM_001042483.1  NM_001031682.1  NM_001002251.1  NM_004354.1  XM_926402.1  NM_019058.2  XM_001716882.1  NR_030368.1  NM_005585.2 | 1.69  1.68  1.67  1.65  1.64  1.57  1.54  1.54  1.53  1.53  1.53  1.52  1.52  1.52  1.52  1.49  1.48  1.48  1.47  1.47  1.46  1.46  1.46  1.45  1.44  1.43  1.43  1.43  1.43  1.42  1.42  1.42  1.41  1.41  1.40  1.40  1.40  1.40  1.39  1.39  1.39  1.39  1.39  1.38  1.38  1.38  1.38  1.38  1.37  1.37  1.37  1.37  1.36  1.36  1.36  1.36  1.36  1.36  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.35  1.34  1.34  1.34  1.34  1.34  1.34  1.34  1.34  1.34  1.34  1.34  1.33  1.33  1.33  1.33  1.33  1.33  1.32  1.32  1.32  1.32  1.32  1.32  1.32  1.32  1.32  1.32  1.31  1.31  1.31  1.31  1.31  1.31  1.31  1.31  1.31  1.31  1.31  1.31  1.30  1.30  1.30  1.30  1.30  0.77  0.77  0.76  0.76  0.75  0.74  0.72  0.71  0.62  0.61 | 1.45E-02  1.84E-04  6.21E-03  4.73E-02  1.76E-02  1.29E-02  1.52E-02  7.10E-02  1.45E-02  1.09E-02  1.29E-02  3.82E-03  1.13E-01  1.59E-01  8.13E-03  1.36E-02  7.59E-02  1.43E-02  2.04E-02  2.77E-02  1.57E-03  8.22E-02  1.58E-01  8.98E-02  1.36E-02  4.58E-02  6.62E-02  4.71E-02  5.49E-02  7.23E-02  1.52E-01  1.70E-02  5.27E-02  6.38E-02  1.80E-02  1.20E-03  3.09E-02  7.09E-02  1.11E-02  3.86E-02  1.33E-01  5.36E-02  5.60E-02  4.74E-02  5.56E-02  1.07E-01  1.17E-01  5.44E-02  6.19E-02  5.31E-02  5.23E-02  1.16E-04  1.41E-01  1.11E-01  2.12E-02  1.25E-01  1.35E-02  7.82E-02  9.07E-02  2.31E-02  2.37E-02  1.41E-02  1.79E-01  1.05E-01  7.15E-03  7.48E-03  6.37E-02  1.57E-01  1.14E-02  2.43E-02  1.30E-01  5.45E-02  7.67E-02  3.23E-02  6.79E-02  1.25E-01  2.06E-03  1.57E-04  1.07E-01  9.42E-02  1.90E-01  4.72E-02  7.99E-02  4.82E-02  8.44E-02  1.75E-02  3.38E-02  1.23E-02  1.83E-02  4.70E-02  7.44E-03  2.45E-02  2.81E-02  1.04E-01  1.65E-02  1.12E-01  2.72E-02  9.97E-02  4.07E-02  7.14E-02  7.15E-02  9.26E-02  7.55E-02  1.54E-02  1.65E-02  1.64E-01  1.12E-01  4.63E-02  1.17E-01  7.07E-02  2.65E-02  7.34E-02  8.42E-02  4.12E-02  1.04E-01  1.07E-02  4.18E-02  2.94E-03  9.06E-04  7.31E-02  1.55E-01  2.58E-02  2.44E-01  3.81E-01  1.38E-05 | Transcription  MAPK pathway inhibition  Transcription  Transcription  Transcription  Anti-apoptosis  Chemokine receptor  Transcription  Transcription  Inhibition of G protein signaling  Anti-apoptosis  Apoptosis. autophagy  Chaperone activity  Transcription  Growth. apoptosis  MAPK pathway inhibition  Anti-apoptosis  Translation  Pseudogene  Transcription  Pseudogene  Mitochondrial solute carrier  MAPK pathway inhibition  Transcription  G protein signaling  Immune function  Chaperone activity  Transcription  Inhibition of EGFR signaling  Mitochondrial respiratory chain  MAPK pathway inhibition  RNA binding activity  Transcription  Transcription  Pseudogene  Transcription. cytokine activity  Ubiquitination  Transcription  Intracellular membrane trafficking  Nuclear protein import  Potassium channel  Pseudogene  Transcription  Regulation of lipogenesis  Organization of actin cytoskeleton  Apoptosis  Translation  Pseudogene  Pseudogene  Pseudogene  Transcription  Translation  Organization of actin cytoskeleton  Translation  Transcription  Transcription  Transcription  Nucleic acid binding activity  Pseudogene  Proteasome activity  Inhibition of FGF and Wnt signaling  Nuclear protein import  GTP:ATP phosphotransferase activity  Adhesion  Tyrosine kinase activity  Inhibitor of complement membrane attack complex  Transcription  Transcription  Pseudogene  Transcription  Transcription. anti-apoptosis  G-protein coupled estrogen receptor  Cell growth. cell cycle inhibition  mTORC1 inhibition  microRNA  Anti-inflammation |
| CYP1B1 | NM_000104.2 | 0.55 | 3.98E-02 | Metabolism |
| ID2 | NM_002166.4 | 0.47 | 2.94E-04 | Transcription |
| CYP1A1 | NM_000499.2 | 0.33 | 2.87E-03 | Metabolism |
| ID1 | NM_181353.1 | 0.18 | 2.06E-07 | Transcription |
| ID3 | NM_002167.2 | 0.16 | 2.83E-06 | Transcription |

Only genes with more than 1.3-fold changes are shown

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 9 — List of genes up- or downregulated by #hMADS-CM in SK-BR-3 cells.

**Supplementary Table 2. List of genes up- or down-regulated by #hMADS-CM in SKBR3 cells**

Only genes with more than 1.3-fold changes are shown

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 10 — Downregulation of GDF15, MYC and SERPINA3 by siRNA in ADCC assays. BT-474 cells were transfected with 10 nM scrambled siRNA or siRNA of indicated target genes for 48 hours. At 48 hours posttransfection, gene expression levels of target genes were analyzed by RT-qPCR (A) and BT-474 cells were used for ADCC assays (B) in the presence of the control medium or #hMADS-CM. The results shown are means ± SD of at least three independent experiments.

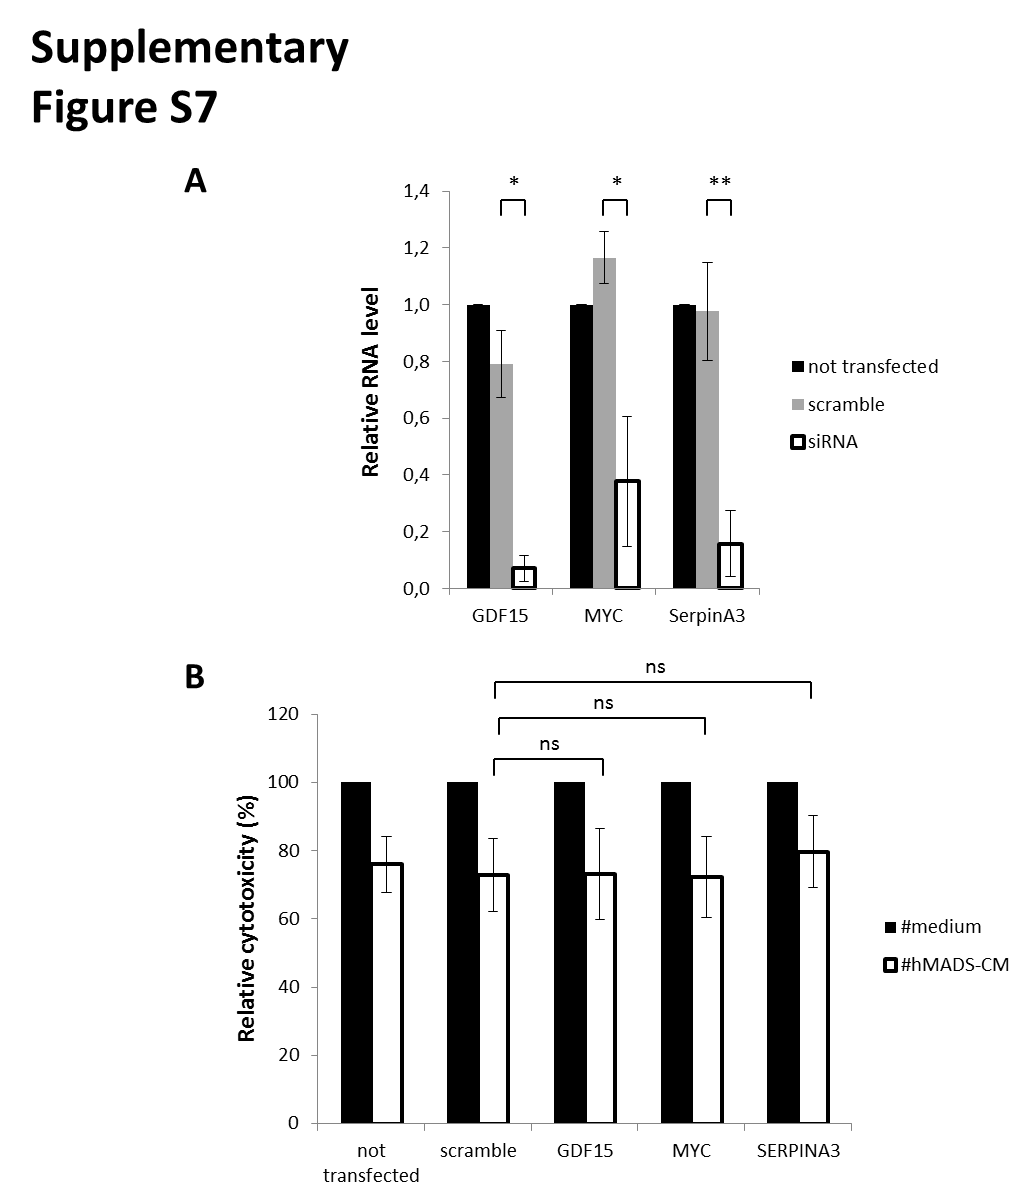

**Fig. S7. Down-regulation of GDF15, MYC and SERPINA3 by siRNA in ADCC assays**. BT474 cells were transfected with 10 nM scrambled siRNA or siRNA of indicated target genes for 48 h. At 48 h post-transfection, gene expression levels of target genes were analyzed by RT-qPCR (**A**) and BT474 cells were used for ADCC assays (**B**) in the presence of the control medium or #hMADS-CM. Results are means ± SD of at least 3 independent experiments. *p<0.05; **p<0.01; ns: not significant.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 11 — Protection of BT-474 cells by #hMADS-CM from T-DM1. BT-474 cells were exposed to the indicated concentrations of T-DM1 in the presence of the control medium or #hMADS-CM for 72 hours. Cell proliferation was determined by MTT assay. The results shown are representative of three independent experiments.

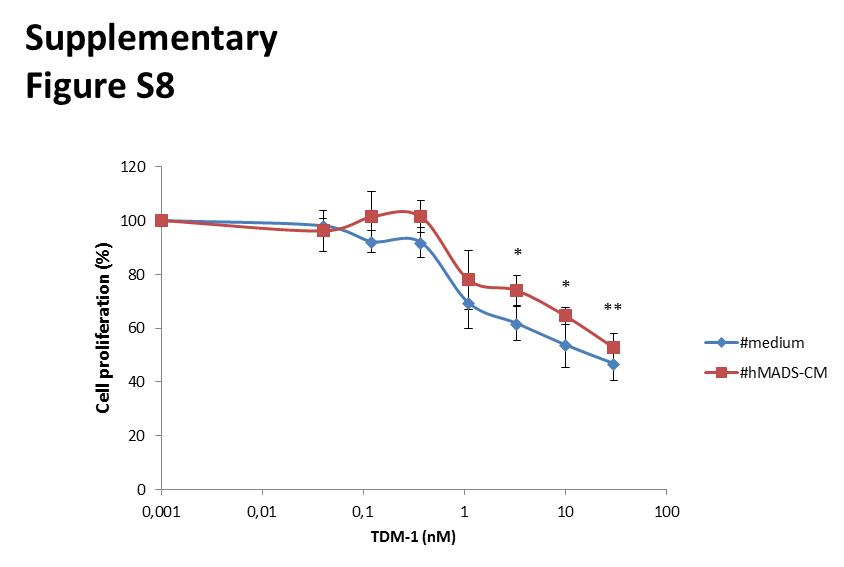

**Fig. S8. Protection of BT474 cells by #hMADS-CM from TDM-1**. BT474 cells were exposed to different concentrations of TDM-1 in the presence of the control medium or #hMADS-CM for 72 h. Cell proliferation was determined by MTT assay. Results are means ± SD of 4 independent experiments. *p<0.05; **p<0.01.

# Supplementary material for: Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity
**Source:** Breast Cancer Res. 2015 Apr 24;17(1):57. doi: 10.1186/s13058-015-0569-0
**Supplement:** Supplementary file 12 — List of adipocyte-derived factors tested in ADCC assays.

**Supplementary Table 3. List of adipocyte-derived factors tested in ADCC assays**

| **Types** | **Factors tested** | **Approaches used** | **Providers** | **Concentrations** |
| --- | --- | --- | --- | --- |
| Hormone | Estrogen | Tamoxifen* | Sigma | 10 µM |
|  |  | Activated charcoal-treatment of CM* | Sigma | 10 mg/mL |
| Growth factor | IGF-1 | Recombinant protein | Tercica | 100-1000 pg/mL |
| Adipokine | Leptin | Recombinant protein | Sigma,  R&D Systems | 10-500 ng/mL |
|  | Adiponectin | Recombinant protein | Sigma,  R&D Systems | 10-100 µg/mL |
|  | IL-6 | Recombinant protein | Sigma | 10-100 ng/mL |
|  | TNF-alpha | Recombinant protein | Cetus Corp. | 10 ng/mL |
|  | TGF-beta | Recombinant protein | Sigma | 0.1-10 ng/mL |
|  | IL-1beta | Recombinant protein | Invivogen | 100-1000 ng/mL |
|  | IL-7 | Recombinant protein | Sigma | 50-500 ng/mL |
|  | GDF15 | Recombinant protein | R&D Systems | 0.1-1000 ng/mL |
| Serpin | SerpinA1/Alpha-antitrypsin | Purified protein | Sigma | 2-2000 µg/mL |
|  | SerpinA3 | Purified protein | Prospec | 0.1-250 µg/mL |
|  | SerpinA12/Vaspin | Recombinant protein | Preprotech | 100-1000 pg/mL |
|  | SerpinE1/PAI-1 | Recombinant protein | Millipore | 1-1000 ng/mL |
| Nucleoside | Adenosine | Synthetic molecule | Sigma | 10 µM |
|  |  | Adenosine analog (NECA) | Sigma | 10-50 µM |
|  | AMP, ADP | Synthetic molecule | Sigma | 1 mM |
|  | ATP | Synthetic molecule | Sigma | 1-1000 µM |
|  |  | Apyrase (ATPase)* | Sigma | 0.25 unit/mL |
| Lipid | LPA | Synthetic molecule | Avanti Polar Lipids | 10 µM |
|  | S1P | Synthetic molecule | Avanti Polar Lipids | 1 µM |
| Enzyme | CD73 | Inhibitor (APCP)* | Sigma | 100 µM |
|  | Autotaxin | Recombinant protein | Cayman Chemical | 50-300 ng/mL |

*added in the presence of #hMADS-CM to test the potential reversion of the inhibition of ADCC induced by #hMADS-CM

How the deposited data were processed for this re-analysis (not part of the article)

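Gene expression was measured in BT-474 and SK-BR-3 cells exposed for 2 hours to #hMADS-CM or to control medium, with 3 arrays per group and 12 arrays in all. Per the file headers, the intensity values of the 47231 probes are mean signals that the authors exported from GenomeStudio on a linear scale, without normalization and without background subtraction. The detection p-values, as deposited by the authors, were computed by GenomeStudio against the negative control probes of the same array. The file has no missing values and no array repeats another. The authors also deposited a matrix of intensities whose values have 1 distribution on all 12 arrays, as quantile normalization on the linear scale gives; the steps behind it are not stated, and it served as an alternative only. The paper's text does not name the normalization or the test used for the arrays; its statistics section names paired tests for the in vitro experiments in general.

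The signals were background-corrected with normexp fitted through the detection p, quantile normalized with an offset of 16 and put on a log2 scale with limma 3.58.1 in R 4.3.3 and data.table 1.17.8. Gene symbols came from the probe table: 30113 probes carried 1 symbol, 8 carried several and 17110 carried none; 30074 of the named probes matched the RefSeq gene table by gene ID. Probes with a detection p under 0.05 on at least 3 arrays were kept (22577), and a gene with several probes (3358 genes) was represented by the probe with the highest mean, which left 18267 features. A gene was called below background in a group when none of its probes was detected on any array of the group; its fold against that group is a lower bound, computed against the lowest detected log2 value of each array, and no fold is given where it was below background in both media. Such a bound holds for the values as processed here and not for every alternative. The number of arrays limits the precision, and signals near background are the least precise. The mean correlation of an array with the others of its group was 0.990 to 0.993.

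Linear models of the 4 group means were fitted with limma over all 12 arrays, with empirical Bayes variances and Benjamini-Hochberg adjustment over the features tested. The contrasts were #hMADS-CM minus control medium in each line and the difference of these responses, BT-474 minus SK-BR-3. The threshold was an adjusted p of 0.05. Fisher's exact test was used for the overlap of the lines. The tests, the alternatives, the gene lists and the rule for the genes to be named were set before the data were examined. For the gene lists, leaving out each array in turn and the test of the difference between the lines were added after the data were seen. Per line, the rule took the 12 largest rises and the 12 largest falls among genes that passed with all 3 arrays beyond the controls. It also took the 10 largest differences between the lines in each direction and up to 4 members per gene list. Added were the genes that the text names and those of Fig. 5F that Table S1 also lists. Genes with their own place in Tables S1 and S2 were added too. The values of those tables had been seen.

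The 23 gene lists were immediate-early transcription factors, MAPK feedback inhibitors, BMP-SMAD1/5 targets, TGF-beta-SMAD3 targets, aryl hydrocarbon receptor targets, STAT3 and acute-phase genes, NF-kappaB targets, glucocorticoid receptor targets, estrogen receptor targets, FOXO targets, hypoxia and HIF1 targets, PPAR and fatty acid response, cholesterol synthesis, ATF4 and unfolded protein response, p53 targets, anti-apoptotic genes, pro-apoptotic genes, NK cell ligands and complement regulators, HER2 and trastuzumab resistance genes, ribosomal protein genes, adipocyte markers, stromal and preadipocyte markers, and markers of the luminal identity of the lines. The immediate-early list also holds CCN1, which encodes a secreted protein. Each list was tested against the other genes with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a contrast. Its members were also counted after adjustment over the list alone.

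The alternatives were quantile normalization without normexp, a shift to the 75th percentile in place of quantile normalization, the authors' deposited matrix, no filter, a filter at a detection p under 0.01 on all 12 arrays, every probe on its own, each line fitted alone, the replicate number as a block, empirical Bayes variances with a trend and robust estimation, paired and unpaired tests of each gene by itself, and leaving out each array in turn. A block for the BeadChip was not run, because neither the files nor the labels name the chips. The replicate numbers were checked for pairing: the correlation of same-numbered arrays, after the group means were removed, was -0.0591 to 0.0616, and 6 of 12 arrays correlated best with their own number, so the numbers were not used to pair samples. Where a fit leaves 2 arrays in a group, its spread is pooled with the other groups.

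The procedure was tested on simulated data made from the properties of the real signals, with 200 genes changed by known folds. The simulation was revised once, because its first form passed more genes through the filter than the real data do. The revised form still passed more, with 21492 features tested against 18267 in the real data. Of the genes changed 2-fold, 95.7% were recovered in BT-474 and 91.7% in SK-BR-3, and of those changed 1.5-fold, 8.00% and 42.0%. For the difference between the lines, 36.0% of 2-fold and 92.0% of 3-fold differences were recovered. Recovery was not measured separately for features with a mean log2 value under 6, so these rates are not shown to hold for them. In the simulated BT-474 data 77 features passed, against 19 in the real data. The adjusted threshold is easier to meet with more changed genes, so the recovery in the real data may be lower. False calls were 5 of 77 in BT-474, 21 of 186 in SK-BR-3 and 3 of 58 for the difference, so the share lay above the threshold of 0.05 in each, most of all in SK-BR-3. All false calls in BT-474 and for the difference, and 19 of the 21 in SK-BR-3, had a mean log2 value under 6. In the real data, 59 of the 266 features that passed in SK-BR-3, 3 of 19 in BT-474 and 14 of 55 for the difference had a mean log2 value under 6. Named genes among them were EGR3, GATA4 and NXPH2 in BT-474, FOS, ICAM1, ID4, TFPI2 and TNIP3 in SK-BR-3, and EGR3, ID4, IGFL3 and TFPI2 for the difference. A changed gene list passed camera, and 0 of 22 unchanged lists passed. The simulated noise was independent between genes, while the estimated correlation in the real lists reached 0.455. These simulated lists therefore do not test whether the preset correlation is adequate. The RT-qPCR, siRNA, ADCC and protein experiments have no deposited values and were left out.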

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

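The tests of 1 SK-BR-3 array, of the choice of probe, and of the gene lists on the difference between the lines were chosen only after the results they bear on were seen.

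More features passed the test in SK-BR-3 cells (266) than in BT-474 cells (19). A wider spread between the BT-474 arrays could not lower the BT-474 number alone in this fit. The fit gives a gene the same standard error in both lines, so such a spread would raise the error of both. The median SD within groups was 0.164 on the log2 scale in BT-474 and 0.175 in SK-BR-3, a ratio of 0.936. With each line fitted alone, and so with its own standard errors, 6 features passed in BT-474 and 129 in SK-BR-3. For those fits, the lower median SD in BT-474 argues against a wider spread. A single SK-BR-3 array is argued against. Without SK-BR-3 #hMADS-CM replicate 2, 159 features still passed, the lowest number with 1 SK-BR-3 array left out. Larger changes of expression in SK-BR-3 remain open as a candidate explanation. The variance of the log2 fold changes beyond the measurement error was taken across 10563 genes detected on all arrays. It was 0.0267 in SK-BR-3 and 0.0131 in BT-474, a ratio of 2.04. This ratio comes from the same fold changes and standard errors as the numbers that passed, so it is not a separate test. What in the lines, which differ in estrogen receptor status among other properties, would make the responses differ was not tested.

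The number of BT-474 features over 1.3-fold was 1093 with the background correction and 120 without it. The same probe stood for each gene with and without the correction, so the choice of probe could not produce this gap. Among 13373 features with 1 probe on the array, 881 passed 1.3-fold with the correction and 91 without it, a ratio of 9.68. Because the probes were the same in both, that count is no test of the choice of probe. Differences of dim probes enlarged by the correction remain open as a candidate explanation: of the 973 genes over 1.3-fold only after it, 81.1% lay below the median level. No biological explanation was tested, since both numbers come from the same arrays.

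The STAT3 and acute-phase list rose more in SK-BR-3 than in BT-474 cells, by camera on the difference between the lines (adjusted p = 1.15e-13; adjusted p = 0.0110 with an estimated correlation). The list was written with Tables S1 and S2 in view, so it is not independent of them. Low control levels enlarged by the background correction are argued against, since the list differed without the correction (adjusted p = 7.62e-19). The 3 fibrinogen genes alone are argued against with the preset correlation, since the 24 other members differed (adjusted p = 4.56e-07), but not with an estimated correlation (adjusted p = 0.0726). Less mRNA of the interleukin-6 family receptors in BT-474 remains open: the median difference in control medium was -1.28 on the log2 scale, but IL6R (not detected on a BT-474 control array, so that the median has no exact size) and IL6ST (-0.58, adjusted p = 0.0279) were the only 2 of 4 listed receptors measured, too few for this test to decide. STAT3 mRNA itself differed by -1.70 in control medium, BT-474 minus SK-BR-3.

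The next results stood out because the test of the difference between the lines passed; each value is the log2 fold change in BT-474 minus that in SK-BR-3, by limma. Genes with the higher value in SK-BR-3 were FGG, -4.61 (adjusted p = 4.95e-06), FGB, -3.05 (adjusted p = 1.10e-05), TFPI2, -2.95 (adjusted p = 4.84e-05), STEAP4, -2.47 (adjusted p = 6.51e-05), and CCL2, -2.14 (adjusted p = 0.00583), none of which was detected on a BT-474 array in either medium. These 5 values therefore include BT-474 signals at background, and their sizes and order are not to be read. ID3 differed by -3.02 (adjusted p = 2.41e-05), falling in BT-474. YPEL2, a gene of unclear function, differed by -1.92 (adjusted p = 0.000552); it was detected on 1 of 3 SK-BR-3 control arrays, so that this size too rests in part on signals at background (-0.66 without the correction). FAM83A, linked to growth factor signaling, gave -1.83 (adjusted p = 0.000205). For CD14, the lipopolysaccharide coreceptor, the value was -1.78 (adjusted p = 0.00258) (-0.76 without the correction; detected on 2 of 3 BT-474 control arrays), and for TM4SF1, a tetraspanin-like surface protein, -1.78 (adjusted p = 0.000228). Over the alternatives the weakest difference was -1.22 for FAM83A and -1.02 for TM4SF1. All 10 genes passed in each of the 12 fits that left out 1 array.

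Genes with the higher value in BT-474 depended more on single arrays. EGR3 differed by 1.78 (adjusted p = 0.0268), a size that was not measured, since it was below background on all 6 SK-BR-3 arrays and all 3 BT-474 control arrays, and did not pass in 9 of the 12 fits that left out 1 array (0.0544 to 0.0867); it passed only without BT-474 #hMADS-CM replicates 1 and 2 or SK-BR-3 #hMADS-CM replicate 3. ID4, not detected on any BT-474 array, so that its size was not measured either, differed by 1.18 (adjusted p = 0.0497) and passed only without BT-474 control medium replicate 3 (0.0744 to 0.132 in the 11 others). IGFL3, a secreted growth factor-like protein, gave 1.12 (adjusted p = 0.0462) and passed only without SK-BR-3 control medium replicate 2 (0.0638 to 0.127 in the 11 others). ID2 differed by 0.98 (adjusted p = 0.0268) and did not pass in 9 of the 12 fits (0.0547 to 0.0910), passing only without BT-474 control medium replicates 1 and 2 or SK-BR-3 #hMADS-CM replicate 3. LFNG, a glycosyltransferase that modifies Notch receptors, gave 0.87 (adjusted p = 0.0497) and passed in none of the 12 fits (0.0565 to 0.142). HOXC13, a homeobox transcription factor, gave 0.79 (adjusted p = 0.0349) and passed in none of them either (0.0525 to 0.101).

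GATA4 and NXPH2 passed in BT-474 cells and are not in Table S1. GATA4 had a log2 fold change of 0.82 (adjusted p = 0.0300 by limma) and passed only without BT-474 control medium replicate 1 or SK-BR-3 #hMADS-CM replicate 2 among the fits that left out 1 array (0.0522 to 0.149 in the 10 others). NXPH2 had 0.73 (adjusted p = 0.0405) and passed only without SK-BR-3 control medium replicates 2 and 3 or SK-BR-3 #hMADS-CM replicate 3 (0.0604 to 0.227 in the 9 others). Without the background correction the adjusted p was 0.121 for GATA4 and 0.215 for NXPH2. Both had a mean log2 value under 6, as all false calls of the simulated BT-474 data did.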

How the results depend on the processing

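The alternatives were set before the data were examined, except that leaving out arrays was added for the gene lists after seeing the data. Of 116 values of named genes, 80 passed as reported, and no value that passed changed its direction under any alternative. The number that no longer passed was 5 without the background correction, 5 with the authors' matrix, 3 with the shift to the 75th percentile, 7 with no filter, 4 with every probe on its own, 5 with variances with a trend, 21 with the replicate block and 12 to 17 with 1 array left out; of 49 left by the filter on all 12 arrays it was 0. Of the 64 within a line, 22 no longer passed with each line fitted alone, 64 with adjusted paired and 57 with adjusted unpaired tests of each gene by itself, and 4 and 0 with the unadjusted ones. For the results that changed, the cause was not tested.

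Without the background correction 39 features were higher and 9 lower in BT-474, 118 lower in SK-BR-3, 113 differed between the lines and 26 changed the same way in both; over 1.3-fold there were 120 in BT-474 and 282 in SK-BR-3. The authors' matrix gave 39, 9, 118, 113 and 26, and 121 and 280 over 1.3-fold. Probes detected at p under 0.01 on all 12 arrays gave 8 lower in BT-474 and 378 and 594 over 1.3-fold. Each line fitted alone gave 2 higher in BT-474, 108 higher and 21 lower in SK-BR-3 and 4 the same way. The replicate block gave 9 higher in BT-474, 127 and 33 in SK-BR-3, 17 that differed and 7 the same way. Variances with a trend and robust estimation gave 33 higher and 8 lower in BT-474, 87 that differed and 25 the same way. Paired tests of each gene by itself gave 582 and 665 in BT-474, 712 and 700 in SK-BR-3 and 103 the same way at an unadjusted p under 0.05, and 0 of each after adjustment, with 14, 5, 204 and 62 by limma. Unpaired tests gave 652 and 692, 888 and 847, and 168 unadjusted, and 0 and 1, 19 and 5, and 0 adjusted. With an estimated correlation 5 of the 19 gene list results passed. With the preset correlation, 3 of the 19 no longer passed with the filter on all 12 arrays and 1 with no filter. Each line fitted alone lost 2 of them, and the replicate block 2.

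With 1 array left out, 5 to 13 features were higher and 4 to 6 lower in BT-474, 131 to 218 and 28 to 81 in SK-BR-3; 1089 to 1744 and 1615 to 2416 passed 1.3-fold, 20 to 57 differed, 6 to 11 changed the same way and 16 to 20 gene list results passed. With the shift to the 75th percentile, values that had not passed changed sign: ERBB2 became -0.168 in BT-474, -0.0639 in SK-BR-3 and -0.104 for the difference, and CXCR4 -0.0115 in SK-BR-3, where it was below background on all 6 arrays, so that its sign has no meaning. With 1 array left out, the difference of DUSP5 became 0.0496 (without BT-474 #hMADS-CM replicate 1) and 0.0563 (without SK-BR-3 #hMADS-CM replicate 2), and ranged from -0.226 to 0.0563. That of SMAD6 became -0.0165 and -0.0697 (without SK-BR-3 control medium replicate 2 and SK-BR-3 #hMADS-CM replicate 3), in a range of -0.0697 to 0.158. That of ERBB2 became -0.0372 (without SK-BR-3 control medium replicate 2), in a range up to 0.0772. ERBB2 in SK-BR-3 became -0.00780, -0.0478 and -0.00179 (without control medium replicates 1 and 3 and #hMADS-CM replicate 3), in a range up to 0.0659.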

Differences from the paper's values

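For the genes named here that are listed in Tables S1 and S2, 90 folds were compared, some genes having one in each line. These 90 had the paper's direction, and 21 differed by more than the error and 1.5-fold. In BT-474, the paper's fold is 1.57 for EGR3, against at least 2.45 here, 1.53 for CEBPD, against 2.54, 1.52 for RGS16, against at least 2.83, 1.33 for MAFF, against 2.00, 0.33 for CYP1A1, against 0.194, and 0.16 for ID3, against 0.0956. In SK-BR-3, the paper's fold is 7.33 for FGG, against 27.5 here, 4.32 for FGB, against 9.33, 2.89 for STEAP4, against 5.22, 2.63 for PHLDA1, against 4.14, 2.52 for RGS16, against 5.41, 2.39 for TFPI2, against 7.24, 2.29 for RASL11A, against 3.83, 2.11 for TM4SF1, against 3.60, 1.75 for YPEL2, against 4.30, 1.70 for CD14, against 3.51, 1.64 for FOS, against 3.64, and 1.40 for ICAM1, against 2.38. Of the genes that fell there, the paper's fold is 0.77 for ID4, against 0.489 or lower here, 0.75 for STARD13, against 0.463, and 0.32 for CYP1A1, against 0.0988. The folds of FGG, TFPI2, YPEL2 and FOS (detected on 1 of 3 control arrays), ICAM1 (on 2 of 3) and CYP1A1 (on 1 of 3 arrays in #hMADS-CM) in SK-BR-3 rest in part on signals at background.

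Of the alternatives set before the data were examined, quantile normalization without normexp and the authors' matrix brought all 21 within these bounds. Leaving out BT-474 #hMADS-CM replicate 2 did so for EGR3, CEBPD and MAFF, BT-474 control medium replicate 3 for MAFF, BT-474 #hMADS-CM replicate 3 for CYP1A1 in BT-474 and SK-BR-3 #hMADS-CM replicate 3 for PHLDA1 and ICAM1; each of the other left-out arrays did so for none. All 21 still differed with the shift to the 75th percentile, no filter, every probe on its own, each line fitted alone, the replicate block, and variances with a trend. With the probe of the paper's accession, also set before the data were examined, 30 of 86 folds differed, among them the 20 of the 21 that it gives. The filter at a detection p under 0.01 on all 12 arrays left 5 of the 21, and all 5 still differed.

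The paper's Table S1 lists 138 genes over 1.3-fold in BT-474, the rule printed under it without a threshold on p, and 1093 features passed that rule here; its Table S2 lists 315 for SK-BR-3, against 1660 here. The numbers came within 1.5 times the paper's with quantile normalization without normexp (120 and 282) and with the authors' matrix (121 and 280), and did not under the other alternatives. Of 87 genes of Table S1 measured here, 80 had its direction, and of 260 of Table S2, 259.

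The paper names DUSP5 and MCL1 as upregulated in both lines. DUSP5 passed in neither line (adjusted p = 0.479 and 0.112 by limma), and MCL1 did not pass in BT-474 (adjusted p = 0.223). By the rule printed under the paper's tables, more than 1.3-fold without a threshold on p, both genes rose in both lines here. The background-corrected log2 fold changes in BT-474 and SK-BR-3 were 0.51 and 0.63 for DUSP5, and 0.41 and 0.54 for MCL1. Over the alternatives MCL1 in BT-474 came down to 0.378, just under 1.3-fold. DUSP5 passed in BT-474 by both unadjusted tests of each gene by itself. In SK-BR-3 it passed without the background correction, with the authors' matrix, with variances with a trend and by the unadjusted unpaired test. MCL1 passed in BT-474 under the same 3 settings and by both unadjusted tests. The other genes of that statement, CEBPD, ID2 and SMAD6, passed in both lines, as MCL1 did in SK-BR-3.

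The paper names GDF15, MYC, CXCR4 and DKK1 as upregulated in BT-474 and not in SK-BR-3. GDF15 passed in BT-474 and none of the 4 in SK-BR-3, where DKK1, with a negative log2 fold change, passed by the unadjusted paired test. MYC (adjusted p = 0.132), CXCR4 (adjusted p = 0.246) and DKK1 (adjusted p = 0.343) did not pass in BT-474 by limma. By the paper's rule of more than 1.3-fold, MYC, CXCR4 and DKK1 rose in BT-474, with log2 fold changes of 0.80, 0.56 and 0.82. The paper also reports an induction of GDF15, MYC and CXCR4 by RT-qPCR in BT-474. MYC passed there without the background correction, with the authors' matrix, with the filter on all 12 arrays, with variances with a trend and by both unadjusted tests, and its second probe passed on its own. CXCR4 passed without the background correction, with the authors' matrix and by the unadjusted unpaired test, and DKK1 only without BT-474 #hMADS-CM replicate 1. The difference between the lines passed as reported for none of GDF15, MYC and DKK1, and none is given for CXCR4, which was below background on all SK-BR-3 arrays. GDF15 passed that test without the background correction, with the authors' matrix, with the filter on all 12 arrays, with variances with a trend and without BT-474 #hMADS-CM replicate 2. MYC passed it with the first 4 of these settings and with the shift to the 75th percentile, and DKK1 only without BT-474 #hMADS-CM replicate 1.

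The 23 genes of Fig. 5F taken here are those that Table S1 also lists for BT-474. The paper chose them on these same arrays as over 1.3-fold, so neither their direction nor that rule is an independent check. All 23 had the direction of Table S1. Of the 23, 7 passed limma's test and 16 did not. By the paper's rule of more than 1.3-fold, all but HMGB1, with 0.13 on the log2 scale, passed with the probes used here. These are background-corrected values, on which far more features pass 1.3-fold than Table S1 lists. Over the alternatives DUSP10 came down to 0.23, NUPR1 to -0.33 and MCL1 to 0.378, under 1.3-fold. A second probe of HMGB1 had 0.97. Of the 16, 9 passed without the background correction and with the authors' matrix (BCL6, CXCR4, DUSP6, ELF3, HSPB8, MCL1, MYC, RARA and TNFAIP8), 4 with the filter on all 12 arrays (BCL6, HSPB8, MYC and RARA) and 7 with variances with a trend (BCL6, ELF3, HSPB8, MCL1, MYC, RARA and TNFAIP8). The unadjusted paired test of each gene by itself called 10 and the unadjusted unpaired test 13, among them DUSP5, HSPA4 and NUPR1 by both and CD59 by the latter only. DKK1 passed without BT-474 #hMADS-CM replicate 1 and TNFAIP8 without SK-BR-3 control medium replicate 1. DUSP10 and HMGB1 passed under no setting.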

Other observations

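The camera tests on the difference between the lines were chosen only after the results of each line were seen, as was leaving out arrays for the gene lists; the other tests here were planned. The response of several gene groups differed between BT-474 and SK-BR-3 cells. NF-kappaB targets had the higher log2 fold changes in SK-BR-3 (adjusted p = 0.00123 by camera; adjusted p = 0.137 with an estimated correlation), as did genes of cholesterol synthesis (adjusted p = 0.0325; 0.210 with an estimated correlation) and glucocorticoid receptor targets (adjusted p = 0.0428; 0.210 with an estimated correlation). FOXO targets (adjusted p = 0.0166; 0.210 with an estimated correlation), estrogen receptor targets (adjusted p = 0.0428; 0.261 with an estimated correlation) and the 4 luminal markers ESR1, PGR, GREB1 and CA12 (adjusted p = 0.0198; 0.137 with an estimated correlation) had the higher log2 fold changes in BT-474. ESR1 and PGR were not detected on any SK-BR-3 control array, so the result of the luminal markers rests in part on signals at background. None of these 6 lists passed with an estimated correlation.

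In SK-BR-3 cells, MSMO1, a methylsterol oxidase of cholesterol synthesis, rose, with a log2 fold change of 0.57 (adjusted p = 0.0232 by limma), and 11 of 12 measured genes of that pathway did not pass (2 higher when adjusted over the list alone; camera, adjusted p = 0.0693). MSMO1 did not pass without SK-BR-3 control medium replicates 1, 2 and 3 (0.0914, 0.0821 and 0.0572) or SK-BR-3 #hMADS-CM replicates 2 and 3 (0.108 and 0.0938). The hypoxia-induced genes ADM, with 1.33 (adjusted p = 0.00436), and PFKFB3, an activator of glycolysis, with 0.96 (adjusted p = 0.00234), rose, and 16 of 18 did not pass (2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.711). RARA rose among 15 estrogen receptor targets, with 0.70 (adjusted p = 0.00165; 2 higher and 1 lower when adjusted over the list alone; list, adjusted p = 0.328). ATF3 rose among 15 genes of ATF4 and the unfolded protein response, with 1.08 (adjusted p = 0.00135; 1 higher when adjusted over the list alone; list, adjusted p = 0.493). SMAD7 fell among 9 TGF-beta and SMAD3 targets (2 higher and 1 lower when adjusted over the list alone; list, adjusted p = 0.534) and did not pass in 10 of the 12 fits that left out 1 array (0.0540 to 0.191), the exceptions being BT-474 control medium replicate 3 and SK-BR-3 control medium replicate 2.

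In BT-474 cells, CEBPD rose among 11 glucocorticoid receptor targets (2 higher and 1 lower when adjusted over the list alone; list, adjusted p = 0.807); without BT-474 control medium replicates 1 and 3 (0.0547 and 0.0755) or BT-474 #hMADS-CM replicates 1 and 2 (0.0627 and 0.0636) it did not pass. In the next lists of that line no gene passed limma's test. The numbers at an unadjusted p under 0.05 by limma, by an unpaired and by a paired test of each gene by itself were 3, 3 and 2 of 9 TGF-beta and SMAD3 targets (3 higher when adjusted over the list alone; camera, adjusted p = 0.224), 5, 4 and 4 of 21 FOXO targets (2 higher; 0.483), 1, 1 and 1 of 8 PPAR and fatty acid response genes (0; 0.832) and 1, 1 and 2 of 12 cholesterol synthesis genes (0; 0.363). They were 2, 3 and 3 of 15 ATF4 and unfolded protein response genes (0; 0.608), 2, 2 and 3 of 17 NK cell ligands and complement regulators (1 higher; 0.430), 1, 2 and 1 of 10 HER2 and trastuzumab resistance genes (0; 0.430) and 3, 7 and 5 of 71 ribosomal protein genes (0; 0.430). For 6 adipocyte markers they were 0, 0 and 2 (0; 0.822), for 3 stromal and preadipocyte markers 0, 0 and 0 (0; 0.629) and for the 4 luminal markers 1, 1 and 2 (0; 0.193).

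In SK-BR-3 cells the same numbers were 2, 1 and 0 of 8 PPAR and fatty acid response genes (2 lower when adjusted over the list alone; camera, adjusted p = 0.0915), 1, 4 and 2 of 10 HER2 and trastuzumab resistance genes (0; 0.637), 1, 5 and 3 of 71 ribosomal protein genes (0; 0.889), 0, 0 and 1 of 6 adipocyte markers (0; 0.785), 1, 0 and 0 of 3 stromal and preadipocyte markers (0; 0.395) and 1, 0 and 0 of the 4 luminal markers (1 lower; 0.0594), with no gene passing limma's test. Of the luminal markers, ESR1 and PGR were not detected on any SK-BR-3 control array, so their list in this line rests in part on signals at background. The median, the mean and the direction of the test differed in sign for the TGF-beta, glucocorticoid receptor, PPAR, anti-apoptotic, NK cell ligand and adipocyte lists in BT-474 and for the hypoxia and HER2 lists in SK-BR-3. Several lists that did not pass as reported passed under single alternatives: cholesterol synthesis in SK-BR-3 without the background correction (0.0332), with the authors' matrix (0.0337), with the shift to the 75th percentile (0.0176), with no filter (0.0301) and with every probe on its own (0.0124), the TGF-beta list in BT-474 without BT-474 control medium replicate 1 (0.0488), the PPAR list in SK-BR-3 without the background correction (0.0387) and with the authors' matrix (0.0384), the luminal markers in SK-BR-3 with the shift (0.0233), with no filter (0.0301) and without SK-BR-3 control medium replicate 2 (0.0297) and in BT-474 without the background correction (0.0269) and with the authors' matrix (0.0271), and, with the filter on all 12 arrays, the NK cell ligands in BT-474 (0.0486) and the pro-apoptotic genes in SK-BR-3 (0.0414).

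ERBB2 mRNA had a log2 fold change of 0.03 in BT-474 (adjusted p = 0.973 by limma) and 0.00 in SK-BR-3 (adjusted p = 0.996), and its sign turned with the shift to the 75th percentile, to -0.17 and -0.06. All 3 arrays in #hMADS-CM lay beyond all 3 control arrays for 2541 features in BT-474 (13.9%) and 2885 in SK-BR-3 (15.8%), where chance gives 10%. With every probe on its own, another probe of the same gene did not pass for MAFF and PMAIP1 in BT-474 and for FBXO32, LFNG, MCL1, MSMO1, PHLDA1, SGK1, SPRY4 and STARD13 in SK-BR-3. SMAD7 and SPRY1 in SK-BR-3 did not pass there with any of their probes, the ones used included (adjusted p = 0.0531 and 0.0515).

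Other splits of the arrays were tried. The 6 arrays of a line make 10 splits, 1 of them the real one, which are too few for a share under 0.05. The real split gave 19 features in BT-474 (highest other split, 0), 1093 over 1.3-fold (1055) and 8 gene lists (7); in SK-BR-3 it gave 266 features (1), 1660 over 1.3-fold (1418) and 11 gene lists (2). For the difference between the lines, 4 of 100 splits drawn gave 55 features or more, the real one included, and the highest other number was 87. The 3 others all kept the real groups of SK-BR-3 and none kept those of BT-474. Splitting both lines breaks both responses, so these splits do not test whether the 2 responses differ. For genes changed the same way in both lines, 1 of 100 splits, the real one with 12, gave a number as large (highest other, 0). Since the other splits of BT-474 called no feature, none could be shared there, and this count does not test the overlap either.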
